# Age- and sex-specific transcriptomic changes drive the prothrombotic potential of megakaryocytes

**DOI:** 10.1186/s40364-025-00830-x

**Published:** 2025-10-14

**Authors:** Pratintip Lee, Carolina Balbi, Meret S. Allemann, Adhideb Ghosh, Tongtong Wang, Marco Bacigaluppi, Alexander Akhmedov, Giovanni G. Camici, Thomas F. Lüscher, Adriano Fontana, César Nombela-Arrieta, Christian Wolfrum, Seyed Soheil Saeedi Saravi, Jürg H. Beer

**Keywords:** Aging, Megakaryocytes, Thrombosis, Inflammation, Single-cell Transcriptomics, Mitochondria, Sex

## Abstract

Aging is associated with enhanced platelet activation and inflammatory responses, contributing to an increased risk of thrombotic and cardiovascular events. However, how megakaryocytes (Mk) change with age or between sexes is still unclear.

We performed single-cell RNA sequencing to profile bone marrow from young (3-month-old) and old (> 24-month-old) C57BL/6 mice, as well as from young and middle-aged human donors. In parallel, platelet activation was assessed by CD62P expression using flow cytometry in isolated and washed mouse platelets from young and old donors.

Single-cell clustering in mouse bone marrow revealed five distinct Mk subpopulations. The age-dependent shift was more pronounced for subpopulations associated with platelet activation (mMk3) and immune/inflammatory responses (mMk4). mMk3 cells were more abundant in females, whereas mMk4 predominated in males. An increased platelet activation phenotype in old mice was confirmed in both sexes by CD62P expression analyses. Differential gene expression analyses showed that aging alters gene expression patterns related to platelet activation and aggregation via receptor signaling, granule formation, and inflammation. Aged males exhibited enrichment in genes linked to mitochondrial function, oxidative stress, lipid metabolism and membrane dynamics, whereas aged females showed upregulation of serotonin receptor genes. Human transcriptomic data support our murine findings, exhibiting increased expression of genes involved in mitochondrial electron transport and immune signaling in middle-aged individuals.

Our study reveals a complex, sex-specific remodeling of Mk subpopulations in the aging organisms, characterized by distinct pro-thrombotic and pro-inflammatory transcriptional profiles. These observations suggest potential targets for developing age- and sex-tailored antithrombotic therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40364-025-00830-x.

**To the Editor**

 Aging is linked to increased thromboembolic and cardiovascular events [1]. Dysregulated megakaryocytes (Mk) drive platelet hyperreactivity [2, 3]. Mk progenitors from aged mice expand 2.5-fold and accelerate platelet repopulation when transplanted into young recipients [4, 5]. Five Mk subpopulations, cycling, thrombopoiesis, immune-like and niche support, have been described, their age- and sex-specific dynamics remain unclear [6–8].

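Marrow cells from femurs and tibias of 4 pools of C57BL/6 mice were enriched for the Mk surface proteins CD41 and CD42d and profiled as single-cell RNA libraries on the 10x Genomics platform. The pools were young females, old females, young males and old males. Young mice were 3 months old, and the labels give old mice as over 24 months. The labels count 6 mice in every pool except that of old males, with 5, whereas Fig. 1A gives 6 young and 5 old mice. Each pool gave 1 femur and 1 tibia library, so that 8 libraries were used, 2 per group. Both libraries of a group came from the same mice. The spread within a group is therefore that between bones of 1 pool, not between mice, and an age change within a sex rests on 1 pool against 1 pool. Human marrow is not analysed here. The authors counted unique molecular identifiers (UMIs) per gene and barcode on mm10 with Cell Ranger 7.2.0, without normalization. Young female libraries held 34324081 UMIs (femur) and 33295357 UMIs (tibia), and old female libraries held 31841794 and 20707363. Young male libraries held 104436964 and 83109009 UMIs, and old male libraries held 50093442 and 39593469. As a check of the labels, the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y each had 0 to 2 counts in the Mk of any female library and 385 to 9432 in those of any male library. The counts of all Mk of a library were summed, giving 6739912 UMIs (old female tibia) to 57001351 UMIs (young male tibia) per library. The sums were compared by edgeR's quasi-likelihood test with all 4 groups in 1 fit, TMM normalization, genes retained by filterByExpr and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 are reported as differentially expressed, and fold changes are old over young. A sex difference is the log2 fold change in males minus that in females, tested within the same fit. Shares of cells were compared by a two-sided exact permutation test over libraries. It takes both libraries of a pool as separate, so that its p-values do not measure the spread between mice.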

Using single-cell RNA sequencing, we generated an atlas of bone marrow (BM) Mk from young (3-month) and aged (24-month) male and female mice, and validated findings in human BM. We identified five subpopulations: cycling/polyploid (mMk1, mMk 2), thrombopoietic (mMk3), immune-like (mMk4), mMk5 and observed sex-specific age shifts (Fig. 1A-B, sFig.1A-C). mMk3 rose in aged males (8 → 10%), but more in females (16 → 26%), suggesting a female bias toward enhanced platelet production, consistent with report that females maintain higher platelet counts even after menopause [9] (Fig. 1 C). Conversely, immune-like mMk4 expanded in both sexes (male 2.4 → 9.7%, female 2 → 6.4%), indicating a shared immune adaptation with sex-modulated magnitude. mMk5, found in young males, declined with age, its heterogeneity limits functional interpretations (Fig. 1D). Both sexes showed higher CD62P surface expression on activated platelets, supporting increased activation and mMk3 expansion (Fig. 1E). 

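The 8146 Mk were integrated across libraries by canonical correlation analysis in Seurat, with the mitochondrial share regressed out, and split into Louvain clusters at resolution 0.4. Clusters were named after the marker genes that Fig. 1D shows for the paper's subpopulations. By these, 3 clusters were mMk1-like, 2 were mMk2-like, 1 of 1181 cells was mMk3-like and 1 of 835 cells was mMk5-like. No cluster was named mMk4-like. Details of the naming rule were set after the clusters had been seen. The mMk3-like cluster was led by Ppbp, Alox12 and Cald1, had a median of 1426 UMIs per cell, and also held S100a8, Igkc and Camp among its 10 leading genes. In young females, mMk3-like cells made up 15.6% ± 2.60 (SD, n = 2 libraries) of Mk, and in old females 28.5% ± 0.936 (SD, n = 2). In young males they made up 10.2% ± 4.27 (SD, n = 2), and in old males 17.2% ± 19.2 (SD, n = 2). The old male mean joins 44 of 1216 Mk in the femur library (3.62%, 95% Wilson interval 2.71 to 4.82) with 358 of 1165 in the tibia library (30.7%, 28.1 to 33.4). These intervals cover counting error only. Both old female libraries exceeded both young female libraries, whereas the old male libraries lay on either side of the young male ones. Whether the rise differed between sexes was not tested. Over all libraries the share was 9.95 percentage points higher in old mice (two-sided exact permutation test, p = 0.143, 70 assignments, of which the smallest p-value is 0.0286). The alternative that moved it most, leaving out the Mk cluster with the lowest UMI counts, was chosen after seeing the data and gave -1.89 points (exact p = 0.429). Without the old male femur library the rise was 16.4 points (exact p = 0.0286, the smallest that 35 assignments allow). With cell cycle scores regressed out, the share instead differed by -0.175 points (exact p = 1.00). The rise was 0.742 points at resolution 0.8, 1.57 with doublets removed and 3.41 without integration (exact p = 0.686, 0.600 and 0.600). It was 5.30 points under a stricter cell filter and 6.35 by highest marker score per cell (exact p = 0.229 and 0.286). Without integration the mean share fell from 8.91 to 1.01% in males and rose from 13.0 to 27.7% in females. The share of mMk1-like cells was 48.6% ± 1.35 in young females, 49.4% ± 0.814 in old females, 43.0% ± 0.920 in young males and 44.5% ± 14.9 in old males (SD, n = 2 each), a change of 1.17 points with age (exact p = 0.886). The share of mMk2-like cells was 27.7% ± 0.889, 17.3% ± 0.973, 31.95% ± 3.09 and 22.95% ± 9.88 in the same order, a change of -9.67 points (exact p = 0.114). From the rise of mMk3, larger in females, the paper proposes a female bias toward platelet production.

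**Figure D1:**
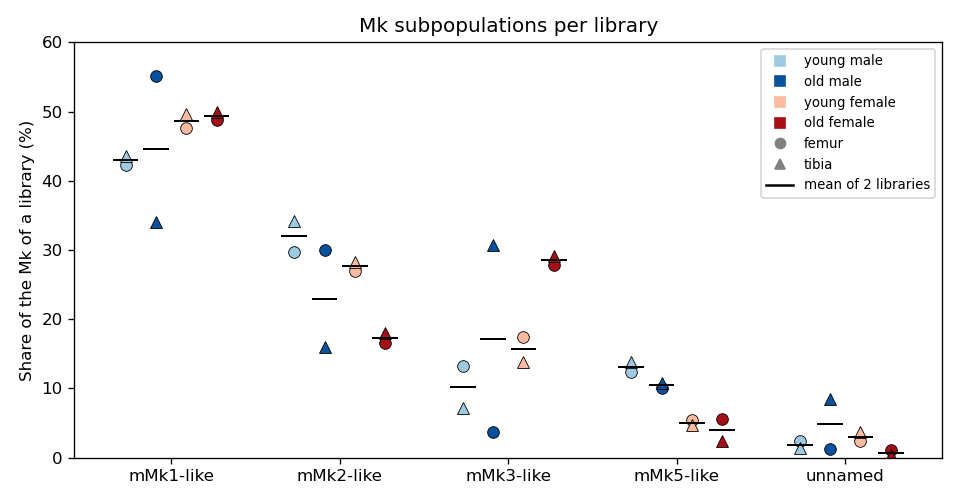
Share of each subpopulation in percent of the Mk of a library, by sex and age; circles are femur libraries, triangles tibia libraries and black lines the mean of the 2 libraries of a group. Old males differ between bones in the mMk3-like share, with 3.62% in the femur and 30.7% in the tibia library.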

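No Mk cluster met the naming rule for immune-like mMk4 cells. The cluster nearest to the mMk4 genes held 230 cells and stayed without a name, because the B cell genes Ebf1 and Pax5 stood among its 10 leading genes. The rule that withheld the name was set after the cluster's shares had been seen. This cluster made up 3.05% of the pooled Mk of young females, 0.780% of old females, 1.84% of young males and 4.79% of old males. The old male value rests on the tibia library, with 8.50%. The old male femur library had 1.23%, below the young male libraries (1.31 to 2.35%). Cells were named mMk4-like under other settings only. At Louvain resolution 0.8 they made up 4.38% ± 0.858 of Mk in young libraries and 9.36% ± 2.69 in old ones (SD, n = 4 libraries each; exact permutation p = 0.0286). The test takes both libraries of a pool as separate, so that this p-value leaves out the spread between mice. The pooled shares at this resolution were 4.07% in young and 8.42% in old females, and 4.69% in young and 10.7% in old males. The cluster so named held 541 cells and raised 3 of 8 mMk4 marker genes. None of these was among its 10 leading genes, which began with Il1rapl2, Rora and Chrm3. Il1rapl2, Chrm3, Magi2 and Zg16 were among the 10 leading genes both here and in the stem and progenitor (HSC/MPP-like) cells. The mMk4 genes Hlf and Adgrl4 were also among the 10 leading genes of the HSC/MPP-like cells. These cells were set apart before the Mk were clustered, so that the Mk shares leave them out. Whether the paper's mMk4 holds such cells was not tested. The share of HSC/MPP-like cells was also higher in old libraries. With cell cycle scores regressed out, the mMk4-like share was 18.8% in young and 24.1% in old libraries (exact p = 0.371). With each cell assigned by its own highest marker score, it was 12.8% in young and 13.5% in old libraries (exact p = 0.886). The mMk5-like cluster was led by the immediate early genes Fos, Ier2 and Junb. It made up 13.1% ± 0.994 (SD, n = 2 libraries) of Mk in young males and 10.5% ± 0.495 (SD, n = 2) in old males. The share was 5.05% ± 0.505 in young females and 4.01% ± 2.28 in old females (SD, n = 2 each). Over all libraries it changed by -1.81 points with age (exact p = 0.543), and by 0.209 points when each cell was assigned by its highest marker score (exact p = 0.943). In 6 other clusterings, 1 of them chosen after seeing the data, the fall was larger, from -6.06 points under the stricter cell filter to -4.24 at resolution 0.8 (exact p = 0.229 to 0.429). The pooled share was 12.2% in young and 2.15% in old males with doublets removed, and 13.7 and 1.34% without integration.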

We also observed a trend toward increased CD62P in resting platelets and enhanced thrombus formation on collagen (sFig.1H-I).

**Fig. 1:**
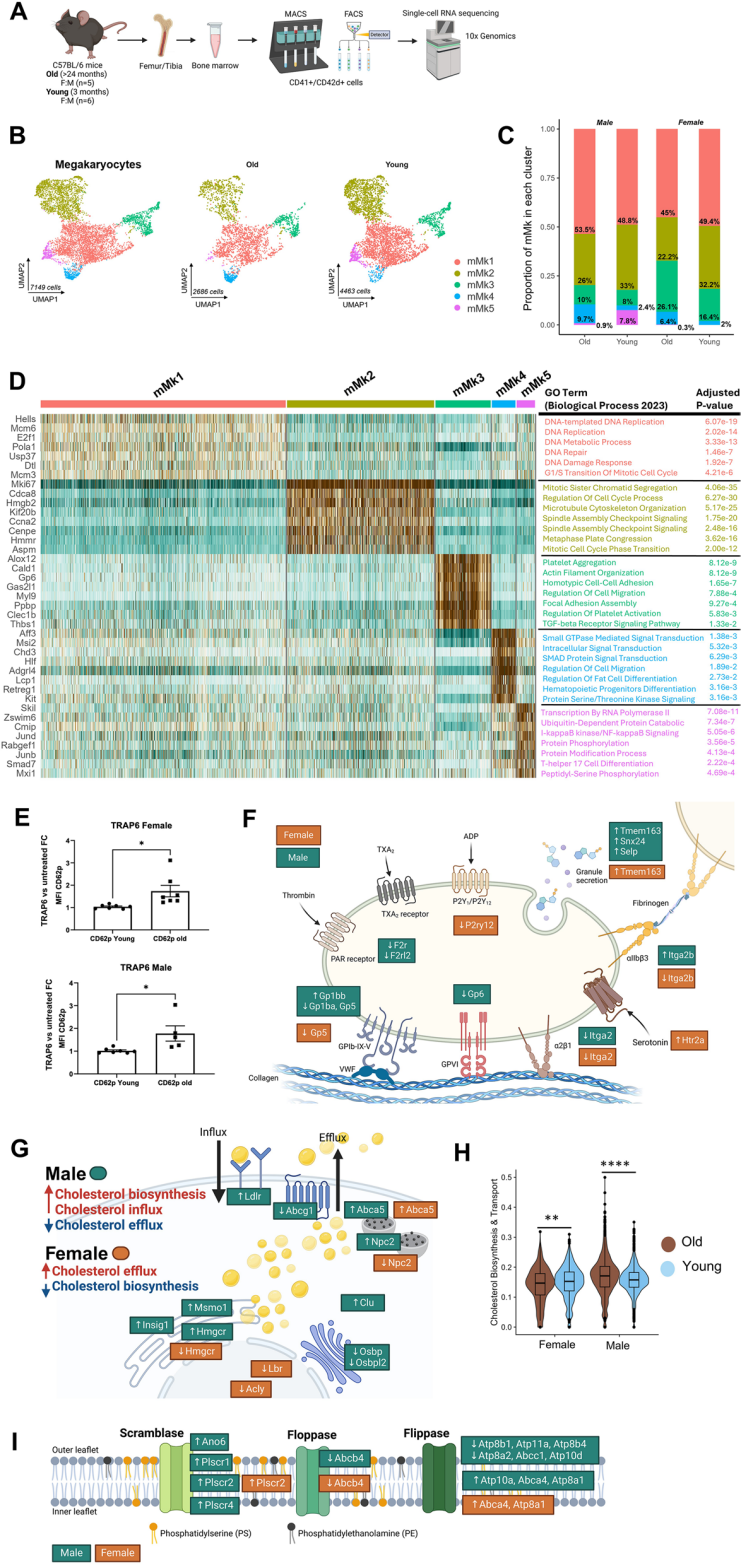
**A**) Schematic overview of mouse BM Mk isolation and scRNA sequencing workflow. Femur and tibia bone marrow cells from young (3 months, n=6) and old (>24 months, n=5) C57BL/6 mice of both sexes were harvested, enriched for CD41/CD42d cells using MACS and FACS, and subjected to scRNA sequencing using the 10x Genomics platform. **B**) UMAP of extracted and re-clustered Mk, colored by subpopulation (mMk1-mMk5; color key inset blue = downregulation, brown = upregulation). Insets display age-stratified embeddings (young, old). **C**) Proportion of each Mk subpopulation per sex and age group (bars show proportion and percentages of total Mk). Two proportion Z-tests with Bonferroni correction for multiple comparisons. Female: Significant after Bonferroni (α = 0.01): mMk2, mMk3, mMk4. Male: Significant after Bonferroni (α = 0.01): mMk1, mMk2, mMk4, mMk5. **D**) Heat-map of the top DEGs per subpopulation (rows = genes; columns = cells). Expression = z-score of log2(normalized counts + 1). GO terms (Biological Process 2023) with the lowest FDR are annotated on the right. **E**) Platelet activation assay. Fold change of TRAP6 compared to untreated of MFI ± IQR of CD62P on washed platelets after TRAP-6 stimulation (0.1 U ml-1, 15 min, 37 °C; Brilliant Violet 421 clone RB40.34). **F**) Diagram of Sex-divergent platelet-activation receptor genes. **G**) Cholesterol-biosynthesis/transport pathway diagram. **H**) Violin plot of the cholesterol-gene-set score in old mice (male and female). Wilcoxon rank-sum test with Bonferroni; P thresholds as below. **I**) Phospholipid-transport pathway diagram. • Statistics. *P* values: *< 0.05, **< 0.01, ***< 0.001, ****< 0.0001. • The lists of genes used to calculate the score are shown in Supplementary method. • Panel F, G, I Boxes highlight transcripts up and downregulated in males (green) or females (orange); all DEGs: FDR < 0.05.• Panel A created by Biorender

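The receptor genes for fibrinogen, thrombin, ADP and serotonin were first compared in the sums over all Mk. Itga2b (ENSMUSG00000034664), on chromosome 11 of mm10 from 102453297 to 102470122, encodes integrin αIIb. Its log2 fold change was 0.31 (standard error 0.147, adjusted p = 0.209) in males and -0.17 (standard error 0.147, adjusted p = 0.453) in females, and the sex difference of 0.47 had an adjusted p = 0.153. The alternative that moved it most, thinning every Mk to 1000 UMIs, was chosen after seeing the data and gave -0.71 in females. With a stricter cell filter (at most 10% mitochondrial UMIs, at least 1000 genes) the value in females was 0.12. F2r (ENSMUSG00000048376), on chromosome 13 from 95601803 to 95618487, encodes the thrombin receptor PAR-1. It changed by -0.31 (standard error 0.123, adjusted p = 0.142) in males and 0.10 (adjusted p = 0.602) in females, with an adjusted p = 0.142 for the sex difference of -0.41. P2ry12 (ENSMUSG00000036353), the ADP receptor gene on chromosome 3 from 59216272 to 59262871, changed by -0.036 (adjusted p = 0.939) in males and 0.30 (standard error 0.250, adjusted p = 0.423) in females. Its value in females was 1.01 (adjusted p = 0.0238) under the stricter cell filter and -0.61 (adjusted p = 0.361) after thinning. Htr2a (ENSMUSG00000034997), the serotonin receptor gene on chromosome 14 from 74640840 to 74709494, was higher in old females by 0.48 (standard error 0.124, adjusted p = 0.0274), from 53.6 ± 4.74 to 74.7 ± 0.941 CPM (SD, n = 2 libraries each). This call was lost under the stricter cell filter (adjusted p = 0.0587) and the direction after thinning (-0.037, adjusted p = 0.978). In males Htr2a changed by 0.065 (adjusted p = 0.752), and the sex difference of -0.41 had an adjusted p = 0.133.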

At the platelet receptor level, aged males and females exhibit partially reciprocal alterations (Fig. 1 F, sTable1). In males, the fibrinogen receptor subunit αIIb (Itga2b) was upregulated (1.39-fold, mMk2), while the PAR-1 receptor *F2r* was downregulated (0.7-fold, mMk1), suggesting altered aggregation dynamics. 

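Counts were also summed per library within each subpopulation, where a library had at least 20 of its cells, and tested as for all Mk. In mMk2-like cells of males, Itga2b rose 1.27-fold (log2 fold change 0.35, standard error 0.154, adjusted p = 0.224), from 713 ± 3.85 CPM to 894 ± 77.5 CPM (SD, n = 2 libraries each). The sex difference was 0.48 (adjusted p = 0.205). With each library left out in turn, the log2 fold change in males stayed between 0.27 and 0.42. In mMk1-like cells of males, F2r was 0.743-fold of its level in young mice (log2 fold change -0.43, standard error 0.137, adjusted p = 0.0852), falling from 263 ± 24.3 CPM to 191 ± 34.5 CPM (SD, n = 2 each). In females the same cells gave 0.080 (adjusted p = 0.720), and the sex difference of -0.51 had an adjusted p = 0.105. The F2r change in males ran from -0.62 without the old male femur library to -0.27 without the old male tibia library. Neither receptor passed the threshold of 0.05 in these cells after adjustment over the 11940 and 12914 genes tested. Supplementary Table 1 lists 351 combinations of gene, subpopulation and sex that the authors chose on these mice, of which 318 had a value in the sums. The sign was that of the authors' fold change in 260 of these (81.8%, 95% exact Clopper-Pearson interval 77.1 to 85.8), and 123 of them were also differentially expressed in the sums. All 60 compared genes of mMk1 had the authors' sign in each sex, against 29 of 80 for mMk3 in females and 59 of 66 for mMk3 in males. Counted over cells assigned by highest marker score, 277 of 319 (86.8%) had it, the largest move among the alternatives.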

In females, ADP responsiveness fell (*P2ry12* 0.25-fold, mMk3), whereas the serotonin receptor *Htr2a* rose 8.75-fold (mMk3) (sFig.1D). These opposing signatures imply distinct aggregation mechanisms in both sexes.

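In mMk3-like cells of females, P2ry12 was 0.0742-fold of its level in young females (log2 fold change -3.75, standard error 0.628, adjusted p = 0.0224). The value rests on few UMIs, with 26 and 39 counts in the young female libraries against 6 and 1 in the old ones. Without the old female femur library the log2 fold change was -5.26. With each Mk assigned by its own highest marker score instead of by cluster, it was -1.003 (0.499-fold, adjusted p = 0.113), past the threshold no longer. In males it was -1.61 (standard error 0.467, adjusted p = 0.0427), and the sex difference of 2.14 had an adjusted p = 0.106. Htr2a had 4 and 5 counts in mMk3-like cells of the young female libraries and 15 and 5 in the old ones, a 1.51-fold rise (log2 fold change 0.59, standard error 0.697, adjusted p = 0.692) that was not larger than the spread between libraries. By highest marker score the rise was 1.98-fold (adjusted p = 0.289), and across the fits that each left out 1 library the log2 fold change ran from -0.16 to 1.10. In mMk1-like cells of females, where the counts were higher, Htr2a rose by 0.50 (standard error 0.127, adjusted p = 0.0209).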

Lipid metabolism and membrane dynamics diverged by sex. 

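Gene sets were compared in all Mk with limma's camera on log2 CPM, with a preset correlation between genes of 0.01 and adjustment over 19 sets in each comparison. The 22 tested genes of cholesterol biosynthesis had a median log2 fold change of 0.42 in males (adjusted p = 1.1e-04; 20 genes up, 2 down) and 0.061 in females (adjusted p = 0.434; 14 up, 8 down). The sex difference was 0.34 (adjusted p = 0.0341). It was 0.14 without the old male tibia library. In percent of Mk UMIs, these genes took 0.0718 and 0.0696 in the young male libraries and 0.0837 and 0.114 in the old ones. The 24 genes of cholesterol transport changed by -0.033 in males (adjusted p = 0.767) and 0.096 in females (adjusted p = 0.678). For 11 flippases and their subunits the median was -0.18 in males (adjusted p = 6.5e-04; 10 down) and 0.12 in females (adjusted p = 0.706), a sex difference of -0.45 (adjusted p = 0.00383). For 6 scramblases it was 0.37 in males (adjusted p = 0.0213) and 0.23 in females (adjusted p = 0.0301), a sex difference of 0.18 (adjusted p = 0.854). With limma's fry, which estimates the correlation from the data, 26 of the 34 results under 0.05 in males, females or the sex difference were no longer so, among them cholesterol biosynthesis and flippases in males (adjusted p = 0.0636 and 0.0583) and both sex differences (0.230 and 0.0836). The scramblase results in each sex stayed under 0.05.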

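Abcg1 (ENSMUSG00000024030), a cholesterol exporter gene on chromosome 17 of mm10 from 31057675 to 31117988, changed by -0.34 in males (standard error 0.133, adjusted p = 0.141) and by -0.53 in females (standard error 0.151, adjusted p = 0.0386), with a sex difference of 0.20 (adjusted p = 0.547). The call in females was lost in 7 alternatives. The adjusted p-value was 0.0592 with upper-quartile normalization, 0.0555 with bone as a block, 0.0600 with equal subpopulation shares and 0.0895 under the stricter cell filter. It was 0.0525 without the young male femur library and 0.0551 without the young male tibia library. After thinning to 1000 UMIs, chosen after seeing the values, it was 0.359, and over all alternatives it ran from 0.0128 to 0.359.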

Aged male Mk upregulated cholesterol synthesis/uptake (*Hmgcr, Ldlr*) while downregulating efflux (*Abcg1*), suggesting intracellular cholesterol accumulation (Fig. 1G-H). Increased phospholipid scramblase (*Ano6/Tmem16f*) and reduced flippases (*Atp8b1*) indicate enhanced phosphatidylserine (PS) exposure and procoagulant vesicle shedding (Fig. 1I). In contrast, aged females downregulated cholesterol biosynthetic genes and maintained, or enhanced, efflux capacity (*Abca5*), with minimal flippase/scramblase changes. 

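Ano6 (ENSMUSG00000064210), a phospholipid scramblase gene on chromosome 15 of mm10 from 95790843 to 95974751, showed no detectable change with age in Mk of males. It had 248 ± 4.61 CPM in young and 235 ± 9.32 CPM in old males (SD, n = 2 libraries each), a log2 fold change of -0.081 (standard error 0.101, adjusted p = 0.635). In females it rose from 240.4 ± 8.33 CPM to 345 ± 20.7 CPM (SD, n = 2), a log2 fold change of 0.52 (standard error 0.102, adjusted p = 0.00985). The sex difference was -0.60 (adjusted p = 0.0288). Atp8b1 (ENSMUSG00000039529), a flippase gene on chromosome 18 from 64528967 to 64661267, had 21.5 ± 0.618 CPM in young and 18.7 ± 6.82 CPM in old males (SD, n = 2). Its log2 fold change there was -0.18 (standard error 0.193, adjusted p = 0.574), and ran from -0.63 to 0.14 across the fits that each left out 1 library. In females Atp8b1 rose by 0.94 (standard error 0.206, adjusted p = 0.0150), and the sex difference was -1.12 (adjusted p = 0.0344). After every Mk was thinned to 1000 UMIs, the sex difference was -0.079 for Ano6 (adjusted p = 0.922) and -1.10 for Atp8b1 (adjusted p = 0.418). In mMk1-like cells the log2 fold change of Atp8b1 was -0.43 in males (adjusted p = 0.137) and 0.99 in females (adjusted p = 0.00461).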

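In aged females, 1 gene of cholesterol biosynthesis was differentially expressed upward and 1 downward. Without the young female femur library the median of these genes was -0.071. Abca5 (ENSMUSG00000018800), which encodes a lipid transporter, lies on chromosome 11 of mm10 from 110269369 to 110337716. It had 246 counts in all Mk of old females and 225 in those of young females, with a log2 fold change of 0.47 (standard error 0.223, adjusted p = 0.166). In males it rose by 1.13 (standard error 0.192, adjusted p = 0.00721), and the sex difference of 0.66 had an adjusted p = 0.159. Of the 6 scramblases, 5 were higher in old than in young females and 2 of these were differentially expressed. Of the 11 flippases and subunits, 7 were higher and 4 lower. The rises of Ano6 and Atp8b1 in females were both larger than the spread between bones.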

Increased PS exposure in aged male could amplify thrombin generation and microparticle release, contributing to male-biased prothrombotic phenotypes [10].

Mitochondria and oxidative-stress also diverged (Fig. 2A-B). 

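Each library's Mk were also compared by the percent of UMIs on mitochondrial and antioxidant genes. Nuclear genes for subunits of ETC complexes I to IV took 1.07 and 1.06% of Mk UMIs in the young male libraries (femur, tibia) and 1.18 and 1.33% in the old ones. In females they took 1.14 and 1.30% when young and 0.825 and 0.637% when old. Mitochondrial ribosomal protein genes took 0.390 and 0.393% in young males, 0.398 and 0.457% in old males, 0.410 and 0.460% in young females and 0.315 and 0.276% in old females. Antioxidant genes took 0.279 and 0.284% in young males, 0.282 and 0.322% in old males, 0.275 and 0.298% in young females and 0.227 and 0.197% in old females. In the gene set test, the age change differed between sexes by 1.10 for the ETC subunits (adjusted p = 4.0e-18), 0.75 for mitochondrial ribosomal proteins (adjusted p = 2.8e-14) and 0.38 for antioxidant genes (adjusted p = 0.0102), as median log2 fold changes, higher in males. Under fry the adjusted p-values of these sex differences were 0.0981, 0.111 and 0.161. Cytosolic ribosomal protein genes moved the same way, with a sex difference of 1.18 (adjusted p = 4.0e-18).

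**Figure D2:**
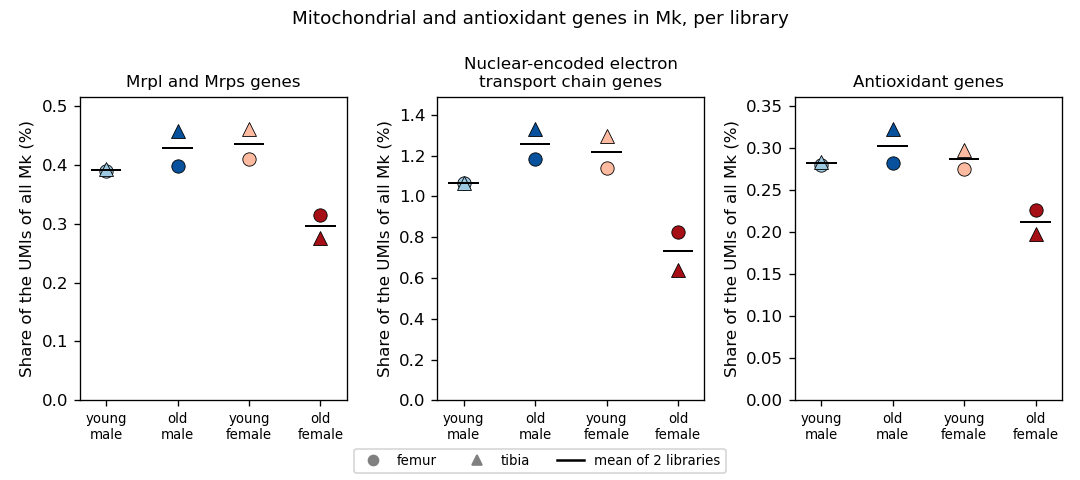
Percent of all Mk UMIs of a library on mitochondrial ribosomal protein genes, nuclear ETC subunit genes and antioxidant genes; circles are femur and triangles tibia libraries, grouped by sex and age. For ETC genes the old female libraries (0.825 and 0.637%) lie under the young female ones (1.14 and 1.30%), and the old male libraries (1.18 and 1.33%) above the young male ones (1.07 and 1.06%).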

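In Mk of aged males, the 64 tested nuclear genes for ETC subunits had a median log2 fold change of 0.25 (camera, adjusted p = 5.5e-04). Of these, 58 were higher and 6 lower, and 1 was differentially expressed by itself. The median lay above those of 10000 random gene lists matched on expression. It depends on 1 library, being 0.058 without the old male tibia library, and fry gave an adjusted p = 0.599. The 78 genes for mitochondrial ribosomal proteins had a median of 0.15 (adjusted p = 0.0749), with 57 higher, 21 lower and 1 differentially expressed. Without the old male tibia library the median was -0.024. Park7 (ENSMUSG00000028964), on chromosome 4 of mm10 from 150897133 to 150914437, changed by 0.18 (standard error 0.208, adjusted p = 0.607), from 189 ± 0.0986 CPM to 214 ± 57.0 CPM (SD, n = 2 libraries each). Prdx5 (ENSMUSG00000024953), a peroxiredoxin gene on chromosome 19 from 6906697 to 6910106, changed by 0.44 (standard error 0.200, adjusted p = 0.187), and by 0.18 without the old male tibia library. In mMk1-like cells its log2 fold change was 0.58 (standard error 0.182, adjusted p = 0.0814). Cat (ENSMUSG00000027187), the catalase gene on chromosome 2 from 103453849 to 103485160, changed by -0.44 (standard error 0.120, adjusted p = 0.0535). It passed the threshold under 3 alternatives, for example when no filter on low counts was used (adjusted p = 0.0319) and with the same subpopulation shares in every library (adjusted p = 0.0494). Gsr (ENSMUSG00000031584), the glutathione reductase gene on chromosome 8 from 33652523 to 33698163, changed by -0.22 (standard error 0.103, adjusted p = 0.209) in all Mk. In mMk3-like cells Gsr changed by -1.82 (standard error 0.375, adjusted p = 0.00821) and Cat by -2.07 (adjusted p = 0.0169).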

Male Mk upregulated mitochondrial ribosomal proteins (*Mrpl/Mrps*), ETC subunits (Complexes I–IV) and ROS-detox genes (*Park7, Prdx5*), yet repressed glutathione- and peroxisome-based defenses (*Cat, Gsr*), suggesting heightened ATP production with ROS generation. 

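In Mk of aged females, 63 of the 64 ETC subunit genes were lower and 52 were differentially expressed, with a median log2 fold change of -0.82 (adjusted p = 2.5e-17). Mitochondrial ribosomal proteins had a median of -0.64 (adjusted p = 8.0e-16), with 74 of 78 genes lower. The 17 genes of ATP synthase changed by -0.72 (adjusted p = 6.6e-07). The 13 genes encoded by mitochondrial DNA went the other way, by 0.46 (adjusted p = 6.6e-04). Antioxidant genes had a median of -0.25 (adjusted p = 0.00189), with 20 of 24 lower and 8 differentially expressed. Under fry the adjusted p-values in females were 0.0552 for ETC subunits and for mitochondrial ribosomal proteins, 0.0580 for ATP synthase and 0.0775 for antioxidant genes. Park7 changed by -0.67 in females (standard error 0.214, adjusted p = 0.0559), and passed the threshold with DESeq2 among others (-0.68, adjusted p = 0.00865). Prdx5 changed by -0.41 (standard error 0.214, adjusted p = 0.208) and Cat by -0.59 (standard error 0.132, adjusted p = 0.0158), whereas Gsr changed by 0.087 (adjusted p = 0.608). The sex difference was 0.85 for both Park7 and Prdx5 (adjusted p = 0.0881 and 0.0845, or 0.0236 and 0.0288 with DESeq2), 0.16 for Cat (adjusted p = 0.588) and -0.30 for Gsr (adjusted p = 0.200).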

Females downregulated both mitochondrial and antioxidant genes, consistent with reduced bioenergetic capacity but lower oxidative stress [11].

**Fig. 2:**
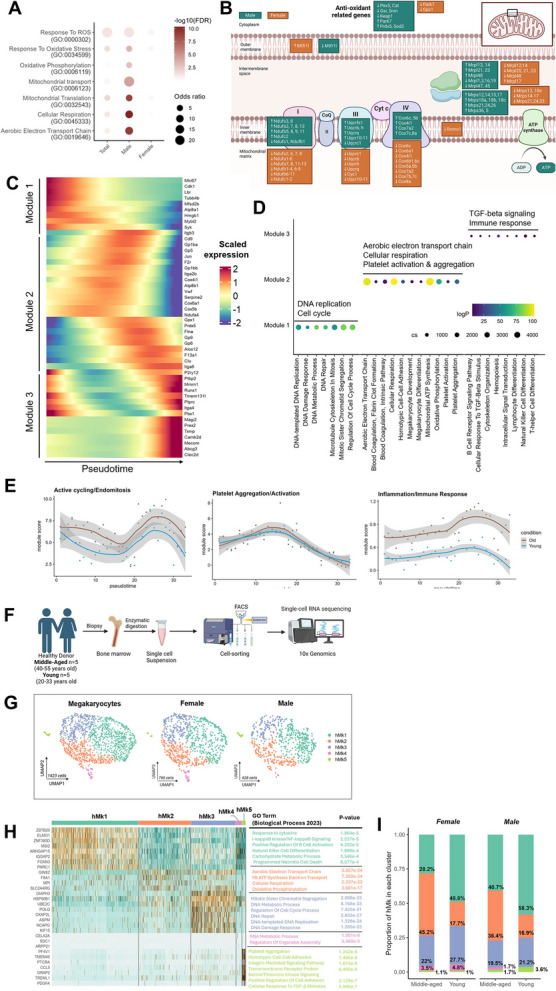
**A**) Dot-plot of enriched GO terms related to mitochondrial function among upregulated DEGs in old mice (total, male, female). Dot size = gene-ratio; color = –log10FDR. **B**) Pathway diagram summarizing mitochondrial DEGs; Boxes highlight transcripts up and downregulated in males (green) or females (orange); all DEGs: FDR < 0.05. **C**) Pseudotime modules of trajectory-wise DEGs in the Mk subpopulation. Only statistically significant genes from FDR adjusted *p*-values were selected. The genes were grouped into three modules. **D**) Dot-plot of the top GO biological process terms for each modules. Each bubble represents a pathway, with its x-axis position corresponding to the pathway name. Bubble color denotes the log10 transformed adjusted *p*-value (logP) from EnrichR (darker colors = more significant), and bubble size reflects the cumulative score (cs) for that pathway. LogP = log10(adjusted *p*-value); cs = EnrichR cumulative score. **E**) Smoothed module scores for active cyclic/endomitosis, platelet aggregation/activation and inflammation/immune response gene sets along Pseudotime in the old and young mice. The darker lines are the local regression result for individual time bins, with the gray shadow depicting the 95% CIs. The lists of genes used to calculate the score in I) are shown in Supplementary Method. Fig. 2A-E referred to murine data in Fig. 1. **F**) Schematic overview of the human BM scRNA-sequencing workflow. Biopsies from healthy donors (young = 5, 20–33 years; middle-aged = 5, 40–55 years) were enzymatically digested, isolated by FACS and profiled with10x Genomics. **G**) UMAP of extracted and re-clustered human Mk (hMk) colored by subpopulation; insets: male and female. **H**) Heat-map of the top DEGs per subpopulation(rows = genes; columns = cells). Expression = z-score of log2 (normalized counts + 1). GO terms (Biological Process 2023) with the lowest FDR are annotated on the right. **I**) Proportion of each hMk subpopulation per sex and age group (bars show proportion and percentages of total hMk) Two proportion Z-tests with Bonferroni correction for multiple comparisons. Female: Significant after Bonferroni: hMk1, hMk2. Male: Significant after Bonferroni: hMk1, hMk2. • Panel F created by Biorender

These sex-specific Mk programs were conserved in humans (Fig. 2F-G). In BM from 10 healthy individuals: 5 young adults (ages 20–33, 3F/2M) and 5 middle-aged adults (ages 40–55, 2F/3M) (sFig.2A), a mitochondrial ETC-enriched cluster expanded with age in both sexes (Fig. 2I, sFig.2B-C). Only females showed coordinated upregulation of mitochondrial-encoded and nuclear ETC genes. Female-specific up-regulation of PF4, together with upward trends in collagen- and serotonin receptor transcripts, mirrors murine receptor shifts (sTable2). Marker-overlap and differential-expression analysis supported cross-species conservation of age-related Mk patterns (sFig.1E-F).

Trajectory inference revealed a continuum from immature, cycling Mk to mature, pro-thrombotic, immune-skewed phenotypes (Fig. 2C-D). 

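Diffusion pseudotime was computed on the integrated dimensions of the Mk (scanpy, 30 neighbours), rooted in the Mk cluster with the highest share of young cells, an mMk2-like cluster with 75.7% young cells. The paper used Monocle3, which was not run here. Median pseudotime was 0.0542 in the root cluster, 0.270 in mMk5-like cells and 0.534 in mMk3-like cells. Cells were ordered into 10 bins. In the first bin 90.4% of cells were mMk2-like, in the seventh 72.1% were mMk1-like and in the last 94.7% were mMk3-like. The median number of UMIs per cell fell along the way, from 35314 in the first bin to 1526.5 in the last.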

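The share of a cell's UMIs on the genes of a module was averaged per library and bin of pseudotime, for bins with at least 5 cells of the library. The immune genes were those listed for the paper's Supplementary Fig. 1C. The lists for S phase, G2/M and platelet activation were not taken from the paper. No test was run on these values. S phase genes were highest in bin 1, at 0.559% ± 0.0243 (SD over libraries) in old and 0.561% ± 0.0487 in young mice, and were at 0.222 and 0.205% in bin 10. G2/M genes were highest in bin 2, at 1.01% ± 0.229 in old and 1.23% ± 0.0685 in young mice. They were lowest in bin 7, at 0.266 and 0.306%, and at 0.609 and 0.539% in bin 10. Platelet activation genes were highest in bin 10, at 2.77% ± 0.643 in old and 3.49% ± 1.42 in young mice, against 1.52 and 1.36% in bin 1. Old cells had the higher platelet activation share in 9 of 10 bins, all but bin 10. Over all Mk it was 1.68% ± 0.0929 in old and 1.58% ± 0.130 in young mice (SD, n = 4 libraries each). Immune and inflammatory genes were also highest in bin 10, at 0.438% ± 0.102 in old and 1.15% ± 0.497 in young mice, against 0.320 and 0.318% in bin 1. Rooted in the cluster with the highest G2/M score instead, S phase genes were highest in bin 4 and G2/M genes in bin 1 at both ages.

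**Figure D3:**
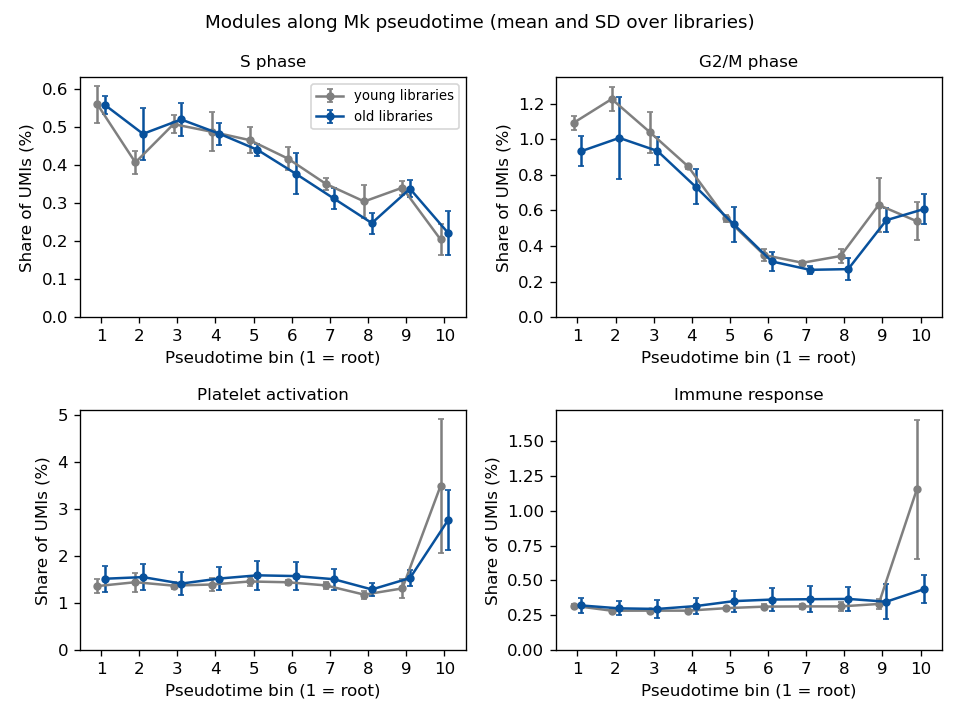
Percent of UMIs per cell on genes of 4 modules by bin of diffusion pseudotime (1 to 10), as mean and SD over old and over young libraries. S phase and G2/M genes are highest in bins 1 and 2, and platelet activation and immune genes in bin 10.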

Cell-cycle gene scores show a biphasic pattern, peaking mid-trajectory, then declining, while platelet-activation genes rose to a mid-pseudotime apex; inflammatory rose at later stages (Fig. 2E). 

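Over all Mk, S phase genes took 0.371% ± 0.0236 (SD, n = 4 libraries) of UMIs in old and 0.408% ± 0.0215 in young mice. For G2/M genes the shares were 0.589% ± 0.0508 in old and 0.71004% ± 0.0211 in young mice (SD, n = 4 each). Old cells had the higher G2/M share in 1 of 10 pseudotime bins and the higher S phase share in 3. In the sums over all Mk, the median log2 fold change of 54 G2/M genes was -0.23 in males (camera, adjusted p = 3.4e-07; 46 genes lower) and -0.54 in females (adjusted p = 4.5e-15; 52 lower), with a sex difference of 0.18 (adjusted p = 8.6e-04). These G2/M results stayed under 0.05 with fry. For 43 S phase genes it was -0.12 in males (adjusted p = 0.0103, or 0.307 with fry) and -0.10 in females (adjusted p = 0.149). Immune and inflammatory genes took 0.356% ± 0.0779 of UMIs in old and 0.397% ± 0.0528 in young mice (SD, n = 4 each), and old cells were higher in 9 of 10 bins. The median log2 fold change of 51 such genes was 0.087 in males (adjusted p = 0.304) and -0.15 in females (adjusted p = 0.0712), and the sex difference was 0.28 (adjusted p = 0.0241).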

Cycling and inflammatory modules remain elevated in aged Mk, underscoring persistent age-related transcriptional biases (sFig.2G). This aligns with reports that aged platelets shift toward a thromboinflammatory profile with more platelet-leukocyte aggregates [12].

Strengths include a systematic, sex-specific comparison across age groups, uncovering distinct transcriptional signatures, and inclusion of human BM, providing a cross-species reference and suggesting conserved regulatory mechanisms. Limitations are: (i) lack of protein-level validation (partial support from flow cytometry and thrombosis assays); (ii) a cross-sectional design, pseudotime informs but cannot substitute for longitudinal maturation markers and functional assays; (iii) size-based sorting may underrepresent fully mature Mk; (iv) aging- and sex-associated candidate genes are identified but require mechanistic clarification.

Altogether, our data reveal a multidimensional, sex-specific reprogramming of aging Mk, encompassing subpopulation dynamics and functional pathways, consistent with the concept of aging-driven thrombo-inflammation, although causality requires confirmation. Within this framework, three mechanistic avenues emerge: lipid-membrane remodeling, receptor-repertoire shifts and mitochondrial/ROS adaptations. Overall, our findings provide a repository for mechanistic studies and support the development of sex-specific preventive and therapeutic strategies in the elderly.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

## Data Availability

The transcriptomics of young and old datasets generated and analysed during the current study are available in the GSE289417 repository, (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE289417).

## Abbreviations

Mk: Megakaryocytes
BM: Bone marrow
PS: Phosphatidylserine
ETC: Electron Transport Chain
ROS: Reactive Oxygen Species
UMAP: Uniform Manifold Approximation and Projection
DEGs: Differentially expressed genes
GO: Gene-Ontology
FDR: False-Discovery Rate
MFI: Median Fluorescence Intensity
FC: Fold Change
IQR: Interquartile Range
hMk: Human Megakaryocytes
CD62P: P-selectin
ADP: Adenosine Diphosphate
5-HT: 5-Hydroxytryptamine
PAR-1: Protease-activated receptor-1

# Supplementary material for: Age- and sex-specific transcriptomic changes drive the prothrombotic potential of megakaryocytes
**Source:** Biomark Res. 2025 Oct 14;13:128. doi: 10.1186/s40364-025-00830-x
**Supplement:** Supplementary file 1 — Supplementary Material 1.

# **Supplementary Figure 1**

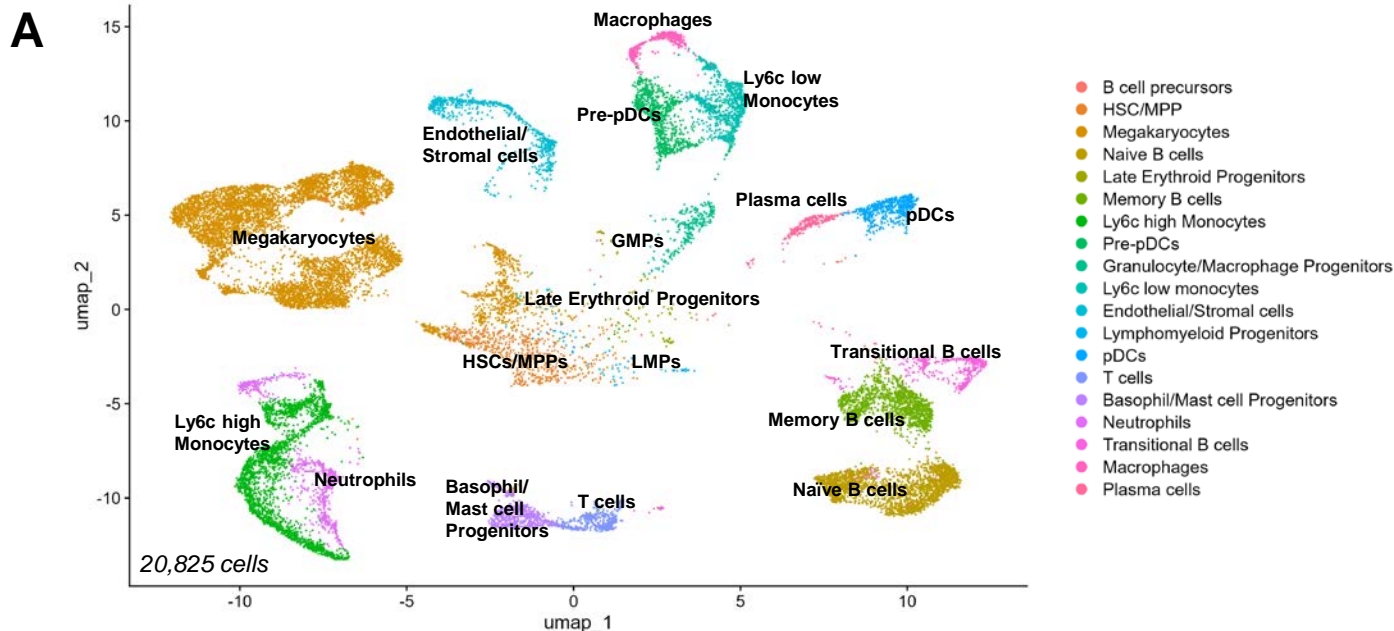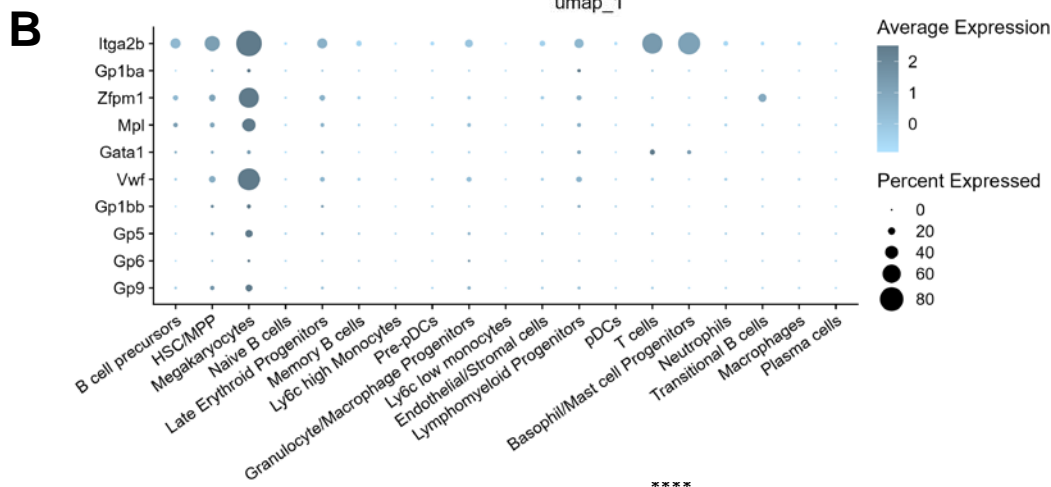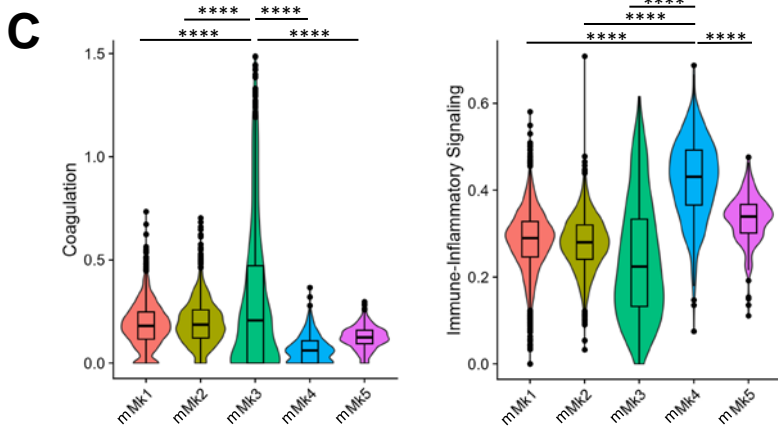

## Total

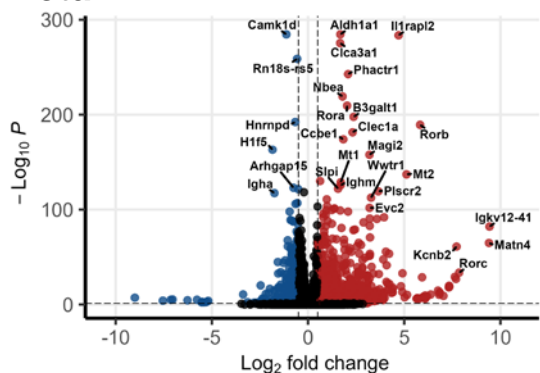

total = 9493 variables

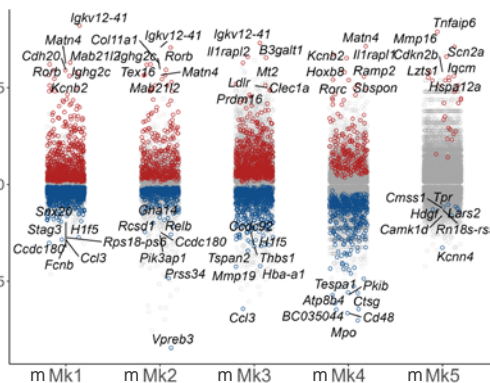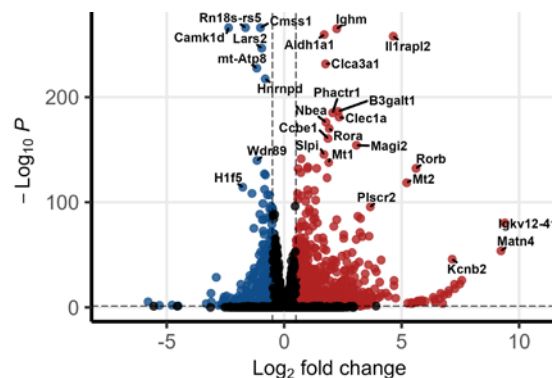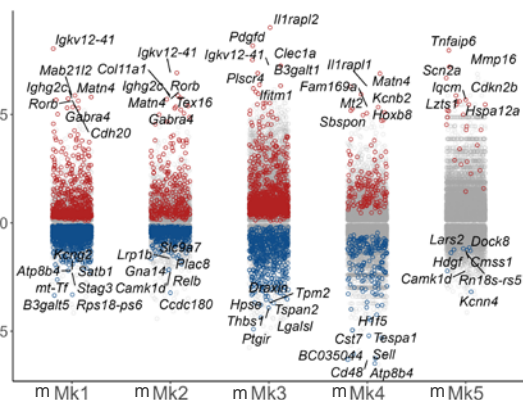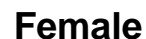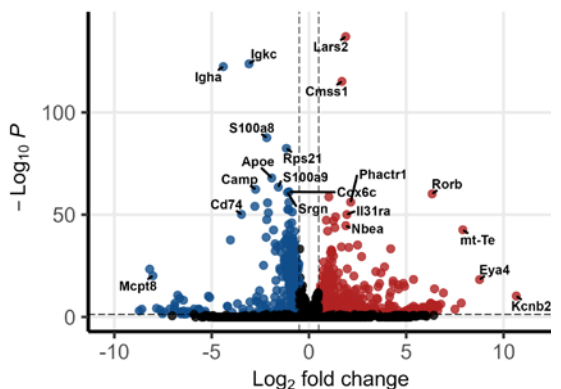

total = 10835 variables

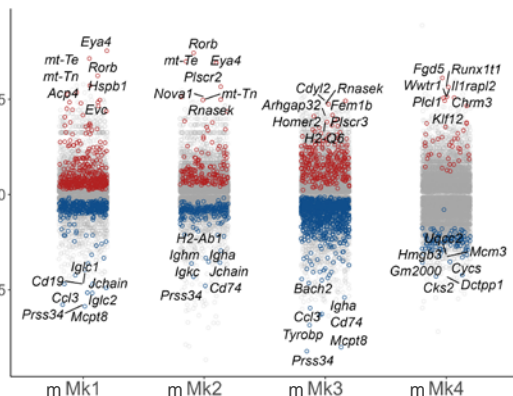

E

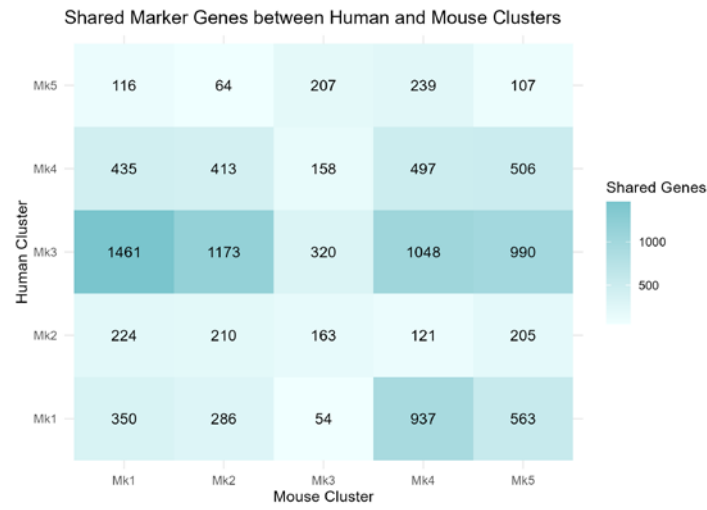

F

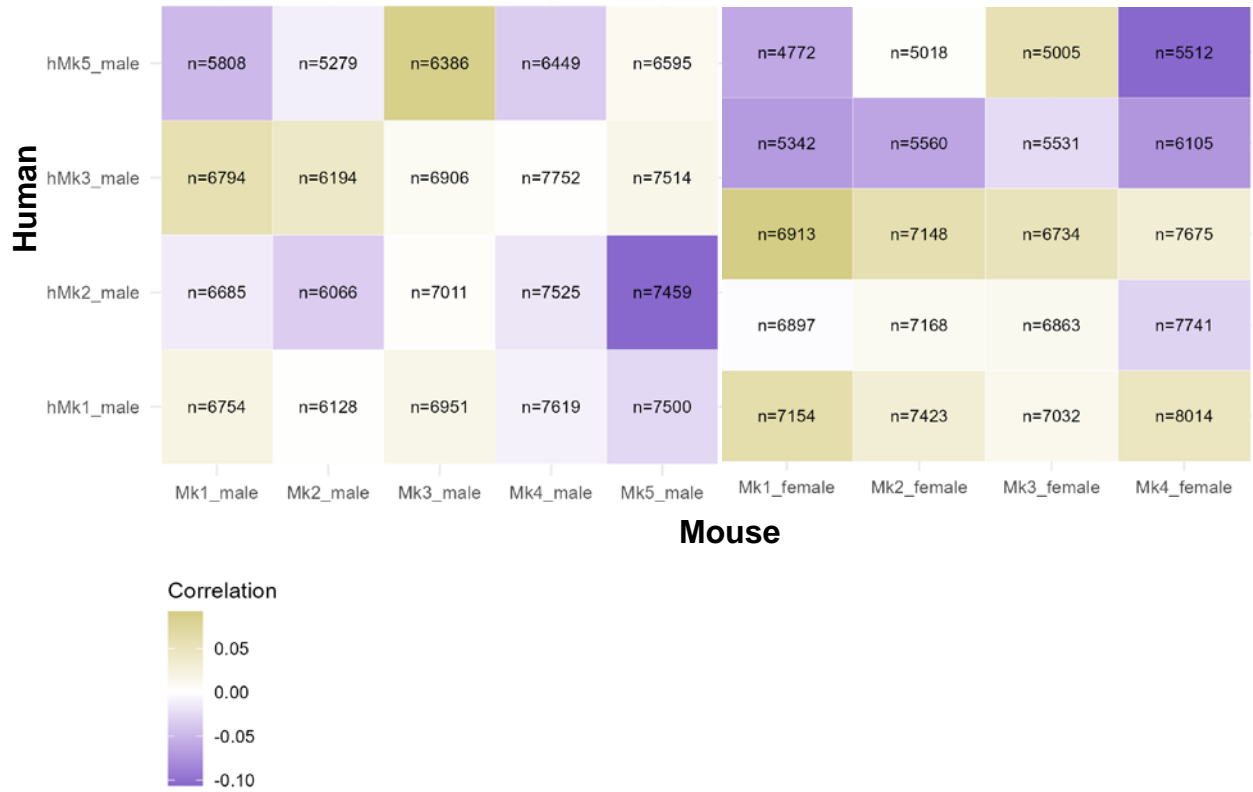

**G**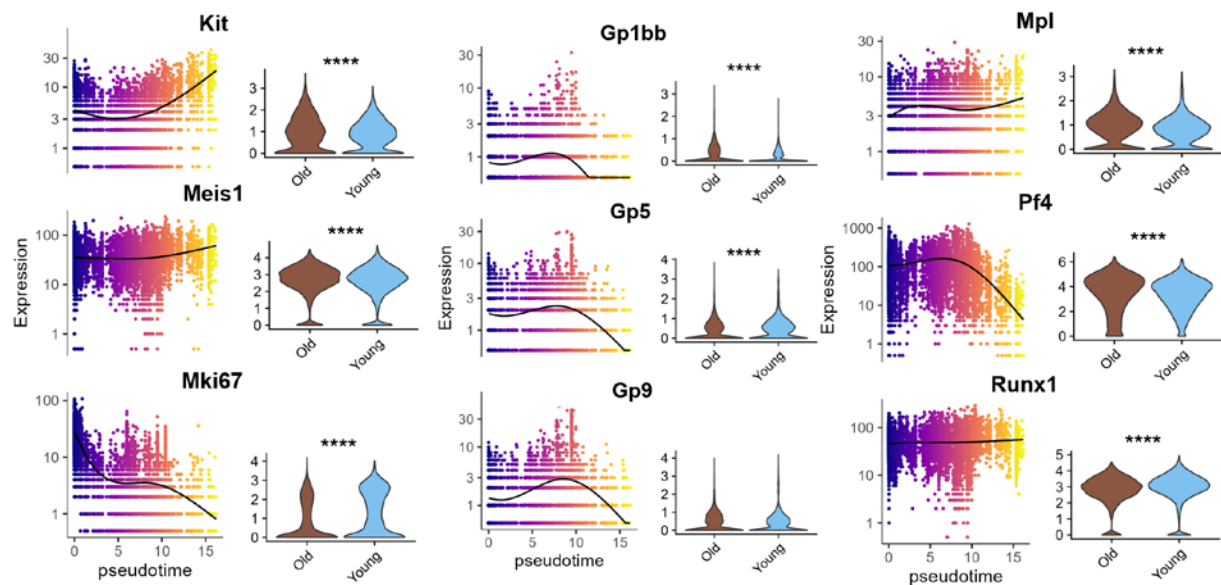**H**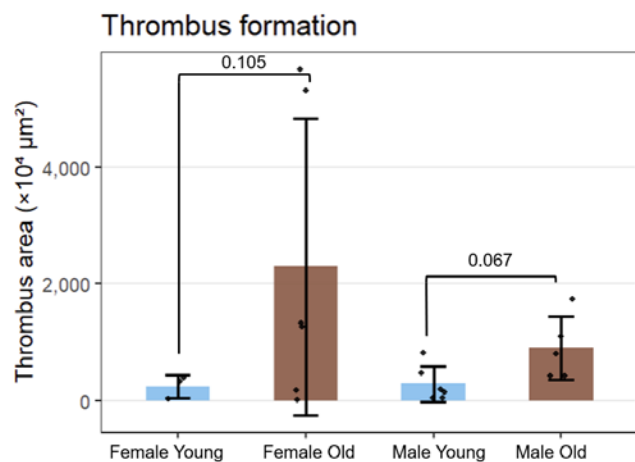**I**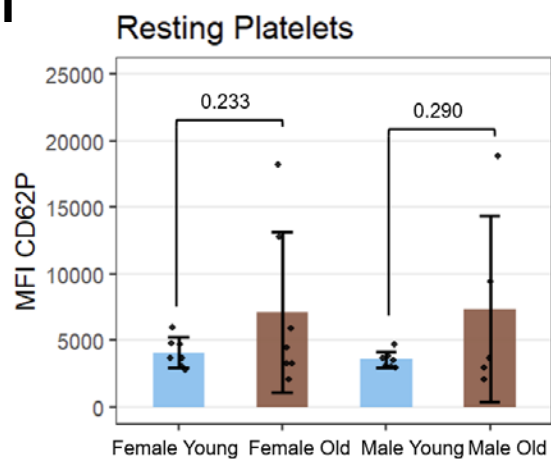

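Louvain clustering of all kept mouse cells at resolution 0.8, on 30 principal components of 2000 variable genes, gave 28 clusters. Marker genes of marrow cell types named 25 of these, and 3 clusters with 1250 cells stayed unnamed. Mk, marked by genes such as Pf4, Gp9 and Itga2b, made up 7 clusters with 8146 cells, 35.1% of the kept cells. Of these, 3022 came from old and 5124 from young mice. The Mk numbered 629 and 746 in the young female libraries (femur, tibia), 391 and 250 in old females, 1918 and 1831 in young males and 1216 and 1165 in old males. Their median UMIs per cell lay between 6465 in the old male tibia library and 29694 in the young male tibia library. Of the 7 Mk clusters, found here without integration, 1 of 891 cells came mostly from old libraries. It held 59 and 42 cells of old females (femur, tibia) and 401 and 283 of old males. In young libraries it held 10 and 7 cells of females and 48 and 41 of males. No test was run on this cluster. The other named cells were 4800 B cells, 2573 neutrophils, 1908 macrophages, 1300 basophils and mast cells, 888 plasma cells, 865 granulocyte-macrophage progenitors, 645 monocytes, 475 endothelial and stromal cells, 316 HSC/MPP-like cells and 56 T and NK cells.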

- A)** UMAP of 20,825 mouse bone marrow cells colored by 20 Louvain clusters (cell types annotated by canonical markers)
- B)** Dot plot for Mk gene-set scores across subpopulations
- C)** Violin plot for specific scores in each Mk subpopulation. 

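In the sums over all Mk, 13911 genes were tested. Counts of differentially expressed genes rest on the adjusted p-value alone, without a threshold on the fold change. Over both sexes 1919 genes differed with age, 990 up and 929 down. In males 1134 genes did (699 up, 435 down) and in females 2441 (983 up, 1458 down), and for 1645 genes the age change differed between sexes. With femur and tibia summed to 1 sample per pool, 95 genes differed over both sexes, the lowest count among the alternatives, and all 95 were among the 1919, with 87 up and 8 down. With upper-quartile normalization the split moved to 1150 up and 731 down over both sexes, 796 and 367 in males and 1262 and 1301 in females. Without the young male tibia library the count was 859, and without the old male tibia library 2383. The retinoic acid-related receptor gene Rorb (ENSMUSG00000036192), on chromosome 19 of mm10 from 18930605 to 19111196, rose with a log2 fold change of 5.41 (standard error 0.18, adjusted p = 2.6e-07), from 43 to 1444 counts in females and from 98 to 1929 in males. The other genes with the largest rises over both sexes were Matn4, Mab21l2, Kcnb2 and Ighg2b. Those with the largest falls were Vpreb3, Siglecg, Ighd, Cd200r3 and Ccl3, and these falls come mostly from females. In males the ratios of old to young counts per Mk UMI were 0.987, 1.29, 0.915, 0.874 and 0.550 in that order. With 1 sample per pool, Siglecg, Ighd, Cd200r3 and Ccl3 lost the call (adjusted p = 0.917, 0.725, 0.687 and 0.335). Vpreb3 was not among the genes tested so, and the 5 rises kept the call. In old females Vpreb3 had 0 counts against 127 in young ones, at least 30.8-fold lower, and Siglecg 0 against 82, at least 19.9-fold lower. The basophil and mast cell genes Prss34 and Mcpt8 had 1 count each in old females, against 752 and 532 in young ones. The ratios were 0.00183 (95% counting interval 4.6e-05 to 0.0102) and 0.00259 (6.5e-05 to 0.0145). In neutrophils of the same females, which should lack them, immunoglobulin genes also fell, with a median log2 fold change of -3.10. In males, Camk1d had the largest count among the leading falls, with 5182 counts in old and 56246 in young mice (log2 fold change -2.24, standard error 0.248, adjusted p = 8.2e-04).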

Kruskal–Wallis followed by Benjamini-Hochberg adjusted pairwise Wilcoxon rank-sum test.
- D)** Volcano plot of DEGs ( $|\log_2FC| > 1$ ,  $FDR < 0.05$ ) in old vs. young mice. 

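Within the subpopulations, the tests in mMk1-like cells covered 12914 genes, of which 1016 differed with age in males and 2478 in females. In mMk2-like cells, 447 genes differed in males and 604 in females, of 11940 tested. In mMk3-like cells, whose UMI counts were lower, 5917 genes could be tested, and 584 differed in males and 62 in females. In mMk5-like cells, 355 of 11688 genes differed in males. With each cell assigned by its highest marker score the count was 1365, the alternative that added the most genes. Females were not tested there, since 1 old female library had under 20 mMk5-like cells. The counts in females of mMk2-like cells ran from 326 to 1111 across the fits that each left out 1 male library, the lowest without the young male tibia library and the highest without the old male tibia library. For mMk3-like cells in females they ran from 122 to 270. No test compared the subpopulations.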

Left Panel = Bulk DEGs; Right Panel = each Mk subpopulation (above or below 1  $\log_2FC$  and adjusted  $p$ -value  $< 0.05$  are color labeled; blue = downregulated, red = upregulated)
- E)** Shared marker genes between human and mouse datasets
- F)** Composite heatmap displaying the overlap and correlation of DEGs between human and mouse Mk populations. Each tile represents a human–mouse cluster pair, with color indicating the Pearson correlation coefficient of fold changes for shared DEGs and the annotation indicating the number of shared genes ( $n$ ).
- G)** Kinetics plot showing the relative expression of representative genes (left). The lines approximate expression along the trajectory using polynomial regressions. Violin plots of gene expression, with Bonferroni adjusted  $p$ -values (right).
- H)** Thrombus formation in whole blood from young and aged mice under high-shear flow ( $100 \text{ dyn/cm}^2$ ). Shown are pooled data for the platelet-covered area on the chamber surface at  $t = 5 \text{ min}$ . Bars represent the mean adherent platelet area normalised per square micrometre of chamber surface (expressed as  $\times 10^4 \mu\text{m}^2$ ); error bars indicate  $\pm \text{SD}$ .
- I)** Platelet activation assay. Fold change of  $\text{MFI} \pm \text{IQR}$  of CD62P on untreated washed platelets (Brilliant Violet 421 clone RB40.34).

- *adjusted  $p$ -value* \* $<0.05$ , \*\* $<0.01$ , \*\*\* $<0.001$ , \*\*\*\* $<0.0001$
- *The lists of genes used to calculate the score are shown in Supplementary Method*
- *Abbreviations: Mk (Megakaryocytes), GMPs (Granulocyte-Macrophage progenitor cells), MPPs (Multipotent Progenitors), HSCs (Hematopoietic Stem cells), LMPs (Lymphomyeloid Progenitors), pDCs (Plasmacytoid Dendritic cells).*

# **Supplementary Figure 2**

A

| Group       | Age | Sex | Platelet Count (G/L) | Mean Platelet Volume |
|-------------|-----|-----|----------------------|----------------------|
| Young       | 21  | F   | 202                  | 11.6                 |
| Young       | 22  | M   | 293                  | 8.5                  |
| Young       | 20  | F   | 259                  | 9.4                  |
| Young       | 28  | M   | 242                  | 8.8                  |
| Young       | 33  | F   | 253                  | 10.4                 |
| Middle-aged | 45  | F   | 299                  | 10.3                 |
| Middle-aged | 40  | F   | 142                  | 11.2                 |
| Middle-aged | 55  | M   | 201                  | 8.5                  |
| Middle-aged | 53  | M   | 198                  | 11.5                 |
| Middle-aged | 41  | M   | 205                  | 11.2                 |

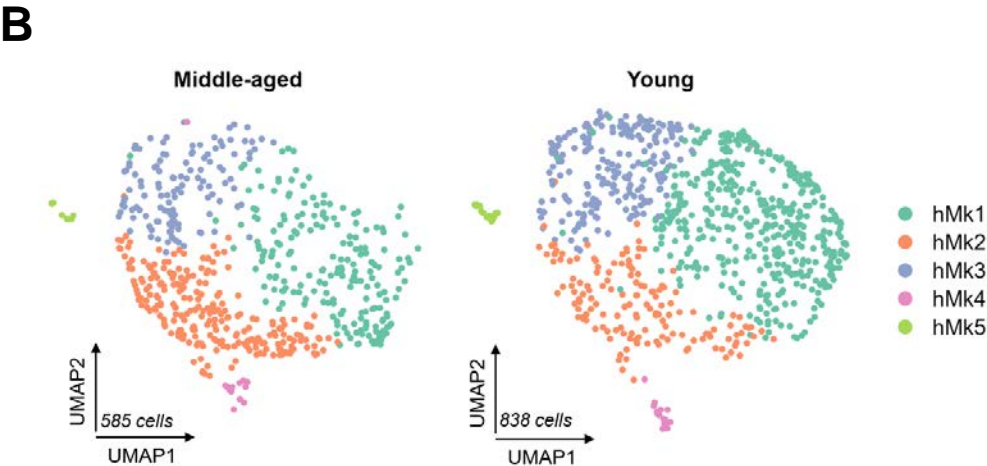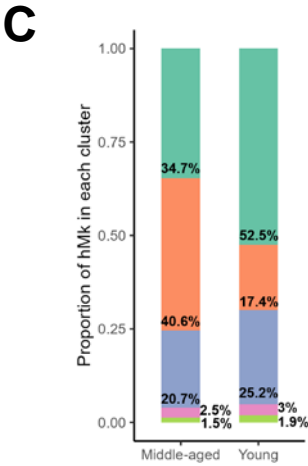

**A)** Demographic data of human donors and platelet count

**B)** UMAP of human Mk, colored by subpopulation and separated by age groups

**C)** Bar graph showing the relative proportion of each Mk subpopulation in young and middle-aged human

# Supplementary material for: Age- and sex-specific transcriptomic changes drive the prothrombotic potential of megakaryocytes
**Source:** Biomark Res. 2025 Oct 14;13:128. doi: 10.1186/s40364-025-00830-x
**Supplement:** Supplementary file 2 — Supplementary Material 2.

## Supplementary methods

### Sample preparation and processing

#### Mice

Young (3-month-old) and old (>24-month-old) C57BL/6 mice (6 females and 5-6 males per group) were purchased from Jackson Laboratory. Animals were housed four per ventilated polycarbonate cage under specific-pathogen-free conditions (22 ± 1°C; 45-55 % humidity; 12 h light/ 12 h dark, lights on 07:00) with ad libitum access to irradiated rodent chow (#D11112201, Research Diets; 19% protein, 61% carbohydrate, 7% fat) and autoclaved tap water.

All animal care and experiments complied with Directive 2010/63/EU and were approved by the University of Zurich's Institutional Animal Care and Use Committee of the Canton Zurich Health Department and Veterinary office (License no. ZH241/19).

#### Bone marrow collection

Bilateral femora and tibiae were harvested under sterile conditions, freed of soft tissue, rinsed in cold PBS (pH 7.4; Gibco 10010023) + 2 mM EDTA + 0.5% BSA. Bone marrow was isolated by centrifugation at 10000 x g, 20 s, 4°C (Eppendorf 5427 R). Cell suspensions were passed through a 40 µm strainer, and erythrocytes were lysed for 2 min at room temperature with ACK Lysis Buffer (Thermo Fisher A1049201) before two PBS washes.

#### Megakaryocytes enrichment

Nucleated marrow cells (~1 × 10<sup>8</sup>) were incubated 20 min on ice with APC-anti-CD41 (clone MWReg30, Invitrogen 17-0411-82, 1:200) and PE-anti-CD42d (clone 2C9.G3, Invitrogen 12-0421-82, 1:100). After washing, cells were labelled (15 min, 4 °C) with anti-PE MicroBeads (Miltenyi 130-105-639) and anti-APC MicroBeads (Miltenyi 130-090-855) and separated on an LD column (Miltenyi 130-042-901). The CD41<sup>+</sup>CD42d<sup>+</sup> fraction yielded ~1–2 × 10<sup>6</sup> megakaryocytes per mouse.

MACS-enriched cells were sorted on a FACS Aria Fusion (BD Biosciences; 488/561/640 nm lasers) using a 100 µm nozzle at 20 psi. Dead cells were excluded with DAPI (1 µg mL<sup>-1</sup>). Single CD41<sup>+</sup>CD42d<sup>+</sup> events were collected into 1.5 mL DNA-low-bind tubes containing 100 µL PBS + 0.03 % BSA + RNAlater (1:1 000, Thermo Fisher AM7021). Sorting speed was 25 000–30 000 events per 10 min; post-sort purity was >95 %.

#### Human

Bone marrow samples from young and middle-aged healthy donors (n=5 per group) were collected at the University Hospital of Zurich. Participants were recruited via advertisements at the University of Zurich and ETH Zurich. Ethical approval was granted by the Cantonal Ethics Commission Zurich (BASEC-Nr. 2021-02204). Informed consent was obtained for all samples.

Biopsy samples were collected in PBS on ice, trimmed off connective tissue, and digested with Collagenase and DNase at 37°C, filtered through a 100 µm strainer, and centrifuged. Cells were labeled with antibodies, sorted by FACS (100 µm nozzle, 4-Way Purity), and collected in FCS-coated tubes containing collection media. Processed cells were resuspended in 50 µl of media, counted with Trypan Blue, and encapsulated according to the 10x Genomics protocol.

Owing to ethical constraints on elective marrow aspiration in adults > 70 years, the present cohort was limited to young and middle-aged donors; nevertheless, an ongoing extension of the study is enrolling 75–85-year-old surgical donors and will integrate CHIP-mutation profiling to assess the impact of advanced age on megakaryocyte biology

## **Flow cytometry**

Platelet activation was assessed by measuring CD62P/P-selectin expression using flow cytometry. Whole blood was anticoagulated, rested at 37°C for 15 minutes and processed to obtain washed platelets.

Washed platelets (100  $\mu$ L) were stimulated with 0.1 U/mL TRAP6 (Bachem, Cat. No. 4017752) for 20 minutes, then fixed with 4% Paraformaldehyde (PFA) and stored at 4 °C. On the day of analysis, samples were stained with 0.125  $\mu$ g of anti-CD62P antibody conjugated to BV421 (eBioscience, Cat. No. 46-0626-80) and 0.5  $\mu$ g of anti-CD41 antibody (BioLegend, Cat. No.133911) for 30 minutes at room temperature. Flow cytometry was performed on a Cytex Aurora system. Platelets were identified based on CD41 positivity and side scatter, with 10,000 events collected per sample. Data were analyzed using FlowJo v10.

## **Ex vivo thrombosis assay**

Microfluidic shear flow assays were conducted using the Bioflux system (Fluxion Biosciences, USA). Channels of a 24-well plate were coated with type I collagen (100  $\mu$ g/mL) for 1 hour at room temperature, rinsed with PBS containing  $\text{Ca}^{2+}$ / $\text{Mg}^{2+}$ , and blocked with 0.1% BSA for 10 minutes. Calcein AM–labeled whole blood from mice (final concentration 4  $\mu$ M) was perfused over the collagen-coated surface at shear rates of 100 dyn/cm<sup>2</sup> for 5 minutes. Platelet adhesion and thrombus formation were imaged every 10 seconds using an inverted EVOS XL microscope (10 $\times$  objective), and analyzed with Bioflux software, expressed as platelet-covered area ( $\mu$ m<sup>2</sup>).

## **Single cell sequencing and Bioinformatics analyses**

### Library preparation and sequencing

Single-cell suspensions were processed using the 10X Genomics Chromium platform, and libraries were sequenced on an Illumina NovaSeq 6000. Raw BCL files were converted to FASTQ and aligned to the mouse reference genome (mm10) using Cell Ranger v7.2.0 to generate UMI count matrices.

### Quality control and data integration

Count matrices for all samples (5–6 individuals per age group) were imported into Seurat v5 in R (2024.04.2+764). 

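The 8 mouse libraries held 48290 barcodes that Cell Ranger had called as cells. More than 15% of the UMIs were mitochondrial in 75.6 and 73.1% of barcodes of the old female libraries (femur, tibia), against 16.0 and 29.4% in young females, 34.3 and 52.3% in young males and 45.8 and 40.4% in old males. No barcode had more than 12000 genes. With these limits and at least 500 genes, 23222 barcodes were kept, 7427 from old and 15795 from young mice. The young female libraries kept 3660 and 3179 cells, the old female libraries 817 and 560, the young male libraries 5366 and 3590 and the old male libraries 2976 and 3074. Old females thus kept 19.0 and 22.2% of barcodes, and the other libraries 45.1 to 57.1%. Stricter limits of 10% mitochondrial UMIs and 1000 genes kept 17778. Scrublet, run per library, called 169 of the kept cells doublets (0.728%), 102 of them in the young male femur library and 0 in the old male tibia library. These cells were retained.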

Cells were filtered out if they exhibited >15% mitochondrial transcript content, fewer than 500 detected genes, or more than 12,000 detected genes, yielding 20,825 high-quality cells for downstream analysis. To correct for batch effects and integrate across samples, we applied Seurat's standard integration workflow.

### Dimensionality reduction and clustering

Normalized data were scaled to regress out unwanted sources of variation (e.g. mitochondrial percentage, cell cycle scores). Principal component analysis (PCA) was performed on the scaled data, and the top PCs were used to compute a two-dimensional UMAP embedding via RunUMAP. Unsupervised clustering was carried out using FindClusters (Louvain algorithm) on the same PC space. Cluster identities were assigned by running FindAllMarkers to extract the top differentially expressed genes per cluster; clusters were named based on the top 50 marker genes.

## Module scoring and signature analysis

Megakaryocyte (Mk) cells were scored for predefined functional gene signatures using AddModuleScore. Signature gene lists were curated from Gene Ontology and literature sources (see below).

How the deposited data were processed for this re-analysis (not part of the article)

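Single-cell RNA libraries of mouse marrow enriched for CD41 and CD42d were processed. They came from 4 pools of mice, young and old of each sex, with a femur and a tibia library per pool. The sample labels gave condition, sex, age and bone. The names under which the femur matrices were deposited read fibula, and the labels and the paper were followed. The authors counted UMIs with Cell Ranger 7.2.0 on mm10. The matrices hold whole counts for 25906 genes and for the barcodes Cell Ranger called as cells, before the paper's filters and without normalization. The annotation release is not stated in the files. Positions came from GENCODE M21 on mm10, which gave one for 25461 of the 25906 gene identifiers. No feature was named Xist, so the sex labels were checked on Y-linked genes alone. The listed set of nuclear-retained transcripts matched no feature, which left 19 of 20 sets. Human libraries, platelet flow cytometry and thrombus formation are not analysed here.

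Cells with at most 15% mitochondrial UMIs and between 500 and 12000 genes were kept, as in the paper's methods. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and cells were clustered by the Louvain method with 20 neighbours at resolution 0.8 (Seurat 5.3.0 in R 4.3.3, with Matrix 1.6.5 and FNN 1.1.4.1). A cluster took the name of the marker list with the highest mean log2 fold. It needed at least 3 markers more than 1.5-fold above the clusters led by other lists, with 0.1 added to counts per 10000, and no more markers of another list than of its own among its 10 leading genes, which had to be detected in a share of at least 0.25 of the cluster's cells. A cluster far under its libraries' median UMIs also needed a marker of its own among those genes. The marker lists were fixed in advance, but these details of the rule were set after the clusters had been seen, and for the unnamed Mk cluster after its shares had been seen under the name mMk4-like. A cluster of Mk with low UMI counts (1006 cells, median 1274.5 UMIs) stayed among the Mk by the rule.

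Mk were integrated across the 8 libraries by canonical correlation analysis on 20 dimensions, with the mitochondrial share regressed out, and clustered at resolution 0.4. The paper's methods name cell cycle scores as an example of what was regressed out, and this was run as an alternative. Doublets were called per library with Scrublet (scanpy 1.11.5 with anndata 0.12.19) and retained. Shares of subpopulations were computed per library, and old and young libraries were compared by an exact two-sided permutation test. The libraries of a pool share their mice but are permuted as separate, so that its p-values do not measure the spread between mice. The paper's two-proportion tests take cells as replicates and were not repeated. Intervals of shares in single libraries are 95% Wilson intervals and cover counting error only.

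Counts were summed per library over all Mk and over each subpopulation with at least 20 cells in the library. The Mk sums held 12422106 and 14607432 UMIs in young females (femur, tibia), 12910874 and 6739912 in old females, 54584270 and 57001351 in young males and 31717676 and 20091623 in old males. Sums were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test), with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Medians were set beside those of 10000 random lists matched on mean expression. Since the libraries of a pool share their mice, the p-values leave out part of the spread between mice.

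Genes named are the mouse genes of the paper's text, of which some are not reported here, and, in each comparison, the 5 with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 1 CPM and the same sign in both bones. Genes of immunoglobulins, granulocytes and haemoglobin served as a check for RNA from other cells. Folds against a group without counts were computed against 3 counts. Pseudotime was computed with scanpy's diffusion method in place of the paper's Monocle3, with 30 neighbours and 10 bins of equal cell number. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

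The comparisons, marker lists, gene sets and 25 alternatives were chosen before the data were examined, and 4 alternatives were added afterwards. The alternatives were DESeq2 1.42.0, no filter on low counts, bone as a block, upper-quartile normalization, sums per pool, doublets removed, stricter limits of 10% mitochondrial UMIs and 1000 genes, equal subpopulation shares, no integration, cell cycle regression, resolution 0.8, assignment of each cell by its highest marker score, fry, another root of pseudotime and each library left out in turn. Those added were leaving out the Mk cluster with the lowest UMI counts, for shares and for gene tests, and thinning every Mk to 1000 UMIs, for marker scores and for gene tests. In the gene tests, thinning keeps each cell's expected gene proportions. It leaves out Mk under 1000 UMIs and gives the others the same weight in the sum.

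The gene test was tested on simulated data, in which 200 genes changed. It recovered 83.0% of these for the age change over both sexes, 70.5% in males, 69.5% in females and 47.5% for the sex difference. The median absolute log2 fold change found for the changed genes was 1.01, 1.00, 0.991 and 0.979 in this order. The share of false calls was 12.2, 9.62, 6.71 and 12.0%, each above the share that the threshold on the adjusted p-value aims at. The data hold no measure of the spread between pools of the same sex and age. The shares recovered and falsely called therefore do not cover that spread, and may be too favourable for the real comparisons. A gene set moved by 0.4 on the log2 scale was found at 0.413, and 2 other sets were called beside it.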

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

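The tests on the bones of old males, on heat shock genes in other cell types, on HSC/MPP-like cells and on raised genes in single cell types, with the limits on their RNA in Mk, and the alternatives with thinned cells or without the Mk cluster of lowest UMI counts, were chosen only after the result was seen.

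In 5 of 18 checks of 4 old or 4 young libraries, 1 library stood apart from the other 3, where chance gives about 1 in 20. The young male tibia library kept 45.1% of its barcodes, against 55.6 to 57.1% in the other young libraries. No explanation for this was tested. The other 4 concern the bones of old males. The old male tibia library had a median of 6465 UMIs per Mk, against 22618 to 25853 in the other old libraries, and 8.50% of its Mk lay in the unnamed cluster (95% Wilson interval 7.03 to 10.2), against 0.40 to 1.23%. The old male femur library had 29.9% mMk2-like cells, against 16.0 to 18.0%, and 3.62% mMk3-like cells, against 27.9 to 30.7%. The mMk3-like share was 27.1 points higher in the tibia than in the femur of old males. Assigned by highest marker score the gap was 10.5 points, and 3.79 points after every Mk had been thinned to 1000 UMIs, which left out 182 of 1165 Mk of the tibia library and 9 of 1216 of the femur library. A candidate explanation for the gap is the lower UMI count per cell in the tibia library. The gap also depends on the clustering, without any thinning. It was 8.30 points with doublets removed, 2.09 under the stricter cell filter, 0.211 without integration, 2.09 with cell cycle scores regressed out and 7.01 at resolution 0.8. Without the Mk cluster of lowest UMI counts it was 0.303. This cluster held 493 Mk of the old male tibia library and 30 of the old male femur library, so that the gap lay mostly in its cells. A difference between the bones themselves stays open and was not tested.

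For 12 of 19 gene sets the age change differed between males and females by camera. The median sex differences were 0.75 for mitochondrial ribosomal proteins, 1.10 for nuclear ETC subunits, 1.01 for ATP synthase subunits, -0.36 for mitochondrially encoded proteins, 1.18 for cytosolic ribosomal proteins, 0.38 for antioxidant genes, 0.34 for cholesterol biosynthesis, 0.28 for immune and inflammatory genes, 0.18 for G2/M genes, -0.45 for flippases and subunits, 4.71 for immunoglobulin genes and 0.76 for heat shock and immediate early genes. With fry, those of G2/M and immunoglobulin genes stayed under 0.05 (adjusted p = 0.0329 each).

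For the ETC subunits, 4 technical explanations were tested. Different shares of Mk subpopulations argue little, since the sex difference was 1.06 with equal shares in every library. The remaining tests left 3 explanations open. Cytosolic ribosomal protein genes, also short and abundant, moved the same way by 1.18, so that a shift of such transcripts with cell quality may contribute. In 5 other cell types the median sex difference of the ETC subunits was 0.899 (0.510 to 1.22 by type), so that the difference may lie between libraries and not in Mk alone. In 4 of these types old females were the femur library alone, since the tibia had under 20 cells. In neutrophils, with all 8 libraries, it was 0.510, under the size set in advance. After every Mk was thinned to 1000 UMIs the sex difference was 0.494, under the size set in advance for an effect of UMI counts. Its adjusted p-value by camera was then 2.2e-07. Thinning keeps the expected proportions of genes within a cell and gives each thinned cell the same weight in the sum. The value thus depends on how cells are weighted. The test cannot tell whether UMI counts per cell are part or all of the cause. In the old female libraries 75.6 and 73.1% of barcodes exceeded 15% mitochondrial UMIs, more than in any other library. With 1 pool per sex and age, a sex-specific effect of age that reaches all marrow cells also stays open, as does a difference between the pools of mice.

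Antioxidant, cholesterol biosynthesis, immune, G2/M and flippase genes were tested in the same way. For 5 of the 5 sets, the median sex difference over 5 other cell types had the sign of that in Mk and passed the size set in advance. The medians were 0.439, 0.213, 0.230, 0.328 and -0.493 in the order given, with a range from -0.536 to 0.837 for G2/M genes, of which 1 type went the other way. As above, 4 of the types had 1 library of old females. In neutrophils, with all 8 libraries, the values were 0.384, 0.146, 0.175, 0.837 and -0.782, of which that of cholesterol biosynthesis was under the size set in advance. A difference between libraries that reaches other cell types may explain these sex differences too, and a biological effect of age and sex on all marrow cells was not tested apart from it.

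For mitochondrial ribosomal proteins, ATP synthase and mitochondrially encoded proteins, the medians over the other cell types were 0.681, 0.684 and -0.210, in the direction of Mk (0.615, 0.613 and -0.234 in neutrophils, with all 8 libraries). Immunoglobulin genes, listed as a check for RNA from other cells, gave 2.47 there and took 0.00439 to 0.0691% of Mk UMIs. In neutrophils of females they changed by -3.10 with age, against -4.37 in Mk of females, which is consistent with RNA from other cells in the droplets as their source in Mk.

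Heat shock and immediate early genes rose with age in Mk of males (median log2 fold change 1.07) but not in females (-0.075). In 9 other cell types of the male libraries, of which HSC/MPP-like cells had 1 young library, the median rise was 0.839 (0.0152 to 1.64 by type), so that a difference between libraries that reaches every cell type is a candidate explanation. Handling of the tissue and age in males could both produce it and were not separated.

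For 1645 genes the age change differed between sexes, 1055 of these in the direction of males. After every Mk was thinned to 1000 UMIs, 240 of 9084 tested genes did, 162 of which were among the 1645. The explanations left open for the gene sets may apply here as well, and none was tested gene by gene except for Ano6 and Atp8b1.

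The age change of Ano6 and Atp8b1 was lower in males than in females, by sex differences of -0.60 and -1.12. With equal subpopulation shares in every library, a part of 0.935 of the difference was retained for Ano6 and 0.942 for Atp8b1, which argues against different shares. After thinning, the part was 0.131 for Ano6, from 2029 counts, which meets the size set in advance for an effect of UMI counts, and 0.981 for Atp8b1, from 163 counts. With the genes going apart and so few counts, an effect of UMI counts per cell and an effect of age and sex cannot be told apart for this pair.

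HSC/MPP-like cells, annotated in the paper's Supplementary Figure 1, made up 3.01% ± 1.48 of kept cells in old and 0.270% ± 0.261 in young libraries (SD, n = 4 each), a difference of 2.74 points (two-sided exact permutation test, p = 0.0286, the smallest that 70 assignments allow). They numbered 26 and 6 in the old female libraries, 139 and 96 in the old male ones and 1 to 32 in the young ones. With each library left out in turn the difference stayed between 2.19 and 3.39 points. The exact p was 0.0571 whenever a young library was left out and 0.0286 whenever an old one was. Against all barcodes of a library before the filters, the shares were 1.21 and 0.143% (exact p = 0.0571). Since males and females differ in these shares, they were then compared within each sex, a test chosen after that p-value was seen. The lowest old share was 4.49 times the highest young one in females and 4.58 times in males. Loss of other cells at the filters leaves these shares of all barcodes as they are, so that the rise argues against it as the whole cause. A loss of HSC/MPP-like cells themselves in young libraries was not measured. Young females had only 4 such cells. Per 100 Mk there were 7.18 ± 3.76 in old and 0.735 ± 0.662 in young libraries (exact p = 0.0286). Here too the exact p was 0.0571 whenever a young library was left out. The exact tests take both libraries of a pool as separate and do not measure the spread between mice. An effect of age and a difference between the pools of mice stay open and were not tested apart. The mMk4 genes Hlf and Adgrl4 were among the leading genes of these cells, and whether the paper's mMk4 holds such cells was not tested.

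Over both sexes, 38 genes were more than 8-fold higher in old than in young Mk, with a median log2 fold change of 3.69, outside the genes the paper discusses. With equal subpopulation shares the median was 3.81, which argues against different shares. The median ratio of their CPM in the other cells of the old libraries to that in old Mk was 1.27, above the ratio of 1 set in advance for RNA from other cells, and 0.962 without 2 immunoglobulin genes. The ratio was at least 1 for 19 genes and under 0.5 for 13, among these Rorb with 0.352. These ratios average over 10 other cell types. In each of these types, 5 of the genes were at under 0.5 of their level in Mk, which argues against RNA from other cells as the source for these 5. Of the 38 genes, 30 were higher in some type than in Mk, and 17 were highest in HSC/MPP-like cells. There Rorb was at 3.32 times its level in Mk, Chrm3 at 20.4 times and Kcnb2 at 114 times. Cells of a type bring all their abundant transcripts, and the levels of these in Mk limit the RNA from that type. Of 4 limits tried per type, the loosest allowed 2.61% of Mk RNA from HSC/MPP-like cells and at most 0.266% from each other type. At this limit, 31 of the 38 genes could have under 0.5 of their Mk level from the 10 types together, Rorb 0.0867. With the 3 tighter limits, 34, 35 and 38 genes did, which argues against RNA from these types as the main source for the 31. For the other 7, among them Kcnb2, Matn4, Chrm3 and Ighg2c, RNA from other cells and expression in old Mk cannot be told apart, because the loosest limit leaves room for both. The limits take each type at its mean profile. An effect of age and a difference between the pools stay open.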

How the results depend on the processing

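The alternatives with cells thinned to 1000 UMIs and without the Mk cluster of lowest UMI counts were chosen only after the data had been seen. Where a result changed below, the cause was not tested unless it is named.

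Of the shares, mMk2-like cells were fewer in old libraries under every alternative run. After thinning, by marker score, their difference was -5.56 points (exact permutation p = 0.0286). The difference in mMk1-like cells was -1.52 points with doublets removed, -2.11 at resolution 0.8, -0.436 by marker score and -0.625 by marker score after thinning. Without the Mk cluster of lowest UMI counts it was 9.30 points (exact p = 0.0286). With cell cycle scores regressed out no cluster was mMk1-like, so that there was no value. The difference in mMk3-like cells was -0.175 points with cell cycle scores regressed out and -1.89 without the cluster of lowest UMI counts. The difference in mMk5-like cells was 0.209 points by marker score and 2.64 after thinning. Under the stricter cell filter and without integration the 4 shares kept their direction and their side of the threshold. Over the 8 sets that each left out 1 library, mMk1-like differences ran from -1.54 points (without the old male femur) to 5.50 (without the old male tibia), mMk2-like from -12.9 (without the old male femur, exact p = 0.0286) to -8.23, and mMk3-like from 7.32 (without the old male tibia) to 16.4 (without the old male femur, exact p = 0.0286). The mMk5-like differences ran from -3.27 points (without the young female tibia) to -0.202 (without the old female tibia).

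The numbers of genes past the threshold in all Mk stayed within 1.5 times of those reported for the 4 comparisons with DESeq2, no filter on low counts, bone as a block, upper-quartile normalization, doublets removed, the stricter cell filter, equal subpopulation shares and without the cluster of lowest UMI counts. Upper-quartile normalization moved the median of all genes by less than 0.1. After thinning they were 214 over both sexes, 295 in males, 173 in females and 240 for the sex difference, of 9084 genes tested with far fewer counts. With the bones summed per pool, which leaves 4 sums, 95 genes passed over both sexes and 1180 had an unadjusted p-value under 0.05. Across the fits that each left out 1 library the number over both sexes ran from 859 (without the young male tibia) to 2383 (without the old male tibia).

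Bone as a block pairs libraries by label. Between pools, the femur minus tibia differences of 8649 genes correlated with r from -0.463 to 0.412, so that the bones of different pools share little beyond the label. With it the 57 gene set results kept their side of the threshold.

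Within subpopulations, the number of genes by marker score was 625 in mMk1-like, 297 in mMk2-like and 1365 in mMk5-like cells of males. DESeq2 gave 95 genes in mMk3-like cells of females and 220 in mMk5-like cells of males, for which bone as a block gave 721. Leaving out 1 library gave 326 (without the young male tibia) to 1111 genes (without the old male tibia) in mMk2-like cells of females and 122 to 270 in mMk3-like cells of females, against 62 with all libraries.

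With fry, which estimates the correlation between genes, medians are those of camera, and 26 of the 34 gene set results past the threshold with camera lost it, which leaves 8. The other 23 of 57 were past it with neither. In males those lost were ETC subunits (0.25, adjusted p = 0.599), cytosolic ribosomal proteins (0.37, 0.599), cholesterol biosynthesis (0.42, 0.0636), S phase (-0.12, 0.307), flippases (-0.18, 0.0583), immunoglobulin (0.77, 0.221), haemoglobin (-1.09, 0.119) and heat shock genes (1.07, 0.0895). In females they were mitochondrial ribosomal proteins (-0.64, adjusted p = 0.0552), ETC subunits (-0.82, 0.0552), ATP synthase (-0.72, 0.0580), cytosolic ribosomal proteins (-0.79, 0.0775), antioxidant (-0.25, 0.0775), platelet activation (0.24, 0.0580), granulocyte (-1.60, 0.0775) and haemoglobin genes (-1.66, 0.0552). For the sex difference they were mitochondrial ribosomal proteins (0.75, adjusted p = 0.111), ETC subunits (1.10, 0.0981), ATP synthase (1.01, 0.118), mitochondrially encoded proteins (-0.36, 0.111), cytosolic ribosomal proteins (1.18, 0.118), antioxidant genes (0.38, 0.161), cholesterol biosynthesis (0.34, 0.230), immune genes (0.28, 0.0836), flippases (-0.45, 0.0836) and heat shock genes (0.76, 0.145). With upper-quartile normalization the sex differences of cholesterol transport (-0.015) and coagulation (-0.0022) changed sign, neither past the threshold, and immune genes in females passed it (-0.11, adjusted p = 0.0431).

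Across the 8 fits that each left out 1 library, set medians in males ran from -0.024 (without the old male tibia) to 0.30 for mitochondrial ribosomal proteins, 0.057 to 0.20 for mitochondrially encoded proteins, 0.026 to 0.31 for antioxidant genes, -0.038 to 0.074 for cholesterol transport, -0.28 to 0.019 for coagulation, 0.024 to 0.21 for immune genes, -0.19 to -0.034 for S phase, -0.28 to -0.19 for G2/M, -0.045 to 0.18 for platelet activation, 0.32 to 0.41 for scramblases, -0.34 to -0.063 for flippases, -1.34 to 0.29 for granulocyte genes and 0.27 to 1.73 for immunoglobulin genes. In females they ran from -0.81 to -0.50 for mitochondrial ribosomal proteins, -1.08 to -0.60 for ETC subunits, -1.04 to -0.53 for ATP synthase, -1.16 to -0.49 for cytosolic ribosomal proteins, -0.38 to -0.20 for antioxidant genes, -0.071 (without the young female femur) to 0.14 for cholesterol biosynthesis, 0.0026 to 0.17 for cholesterol transport, -0.33 to 0.14 for coagulation, -0.35 to -0.059 for immune genes, -0.16 to -0.0075 for S phase, -0.61 to -0.52 for G2/M, 0.22 to 0.33 for platelet activation, 0.23 to 0.38 for scramblases, -0.018 to 0.16 for flippases, -2.36 to -1.20 for granulocyte genes and -4.73 to -3.97 for immunoglobulin genes.

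The sex differences ran from 0.74 to 1.37 for ATP synthase, -0.49 to -0.22 for mitochondrially encoded proteins, 0.14 to 0.45 for cholesterol biosynthesis, -0.12 to 0.067 for cholesterol transport, -0.32 to 0.19 for coagulation, 0.22 to 0.47 for immune genes, -0.15 to 0.0061 for S phase, 0.12 to 0.23 for G2/M, -0.38 to -0.10 for platelet activation, 0.0029 to 0.27 for scramblases, -0.56 to -0.33 for flippases, 0.26 to 2.02 for granulocyte genes and 4.13 to 5.40 for immunoglobulin genes.

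Of the genes named, Itga2b in females changed sign under the stricter cell filter (0.12), and Park7 in mMk3-like cells of males by marker score (0.35). After thinning the sign changed for P2ry12 (-0.61), Htr2a (-0.037) and Park7 (0.12) in females, for Prdx5 in males (-0.017) and for the sex differences of P2ry12 (0.44) and Htr2a (0.057). Another 10 of 50 values for named genes were weaker after thinning. DESeq2 made 3 of 87 stronger, no filter 4 of 76 stronger, bone as a block 3 weaker and 1 stronger of 87, and equal shares 4 weaker and 1 stronger of 76. The stricter filter made 4 weaker and 1 stronger, upper-quartile normalization 1 weaker and sums per pool 4 of 9 weaker.

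With the root of pseudotime in the cluster of highest G2/M score, the highest bin was 4 in old and 4 in young cells for S phase and 1 and 1 for G2/M genes, while the other 4 bins stayed. The share of entries with the sign of Supplementary Table 1 was 86.8% by marker score, against 81.8%.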

Differences from the paper's values

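The paper gives 10% mMk3 among Mk of old males, against 16.9% of the pooled Mk here. Of the 8 alternatives set before the data were examined, assignment of each Mk by its own highest marker score closed the gap (9.58%), as did the same score on cells thinned to 1000 UMIs, chosen after seeing the values (8.08%). With doublets removed the share was 5.56%, under the stricter cell filter 3.08%, without integration 1.01%, with cell cycle scores regressed out 1.60% and at resolution 0.8 it was 4.83%. Without the old male femur library it was 30.7% and without the tibia library 3.62%.

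For mMk5 the paper shows about 7.8% of Mk in young males, about 0.9% in old males and about 0.3% in old females in Fig. 1C, read by eye. The shares here were 13.0, 10.5 and 4.37%. For young males none of the 8 alternatives set before the data were examined closed the gap (12.2 to 21.9%). For old males, the share without integration did (1.34%) and the others did not (up to 18.4%). For old females the share ranged from 0.0 to 7.96% over the 8. It was 0 of 638 cells with doublets removed and 0 of 346 under the stricter filter, too few to tell from the paper's value. Without the Mk cluster of lowest UMI counts, chosen after seeing the values, it was 0.205% (1 of 487 cells), near the paper's.

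The paper's P2ry12 fold in mMk3 cells of females is 0.25, against 0.0742 here, and its log2 fold change in Supplementary Table 1 is -2.09, against -3.75. None of the 11 alternatives set before the data were examined closed either gap (0.0262 to 0.499-fold, -5.26 to -1.003). The paper's Htr2a fold in the same cells is 8.75, against 1.51 here, and its log2 fold change is 3.13, against 0.59. None of the 11 alternatives closed these (0.898 to 2.15-fold, -0.16 to 1.10). The measures are unlike, since the authors list average log2 fold changes and those here compare counts summed per library. Of the 80 compared genes of mMk3 in females, 29 had the authors' sign. The mMk3-like cells here need therefore not be the paper's mMk3 cells.

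Supplementary Table 1 gives a log2 fold change for 11 of the combinations of gene, subpopulation and sex tested here, and 5 differed, P2ry12 and Htr2a among them. For Park7 in mMk3 cells of males the paper's value is 0.47, against -0.041. Assignment by highest marker score closed this gap (0.35), and the 10 other alternatives set before the data were examined did not. For Gsr in mMk1 cells of males the paper's value is -0.33, against -0.23. This difference is hardly larger than the standard error here (0.0978). In 9 of 11 alternatives it lay within the standard error, mostly with little change of the value itself, as with DESeq2 (-0.24) and bone as a block (-0.23). Of the 7 such fits that each left out 1 library (-0.29 to -0.21), those without the old male femur (-0.29) or the young male tibia (-0.26) came nearer to the paper's value. With the marker score (-0.16) and without the old male tibia library (-0.18) it lay outside. For Gsr in mMk3 cells of males the paper's value is -1.27, against -1.82. The difference lay within the standard error without the young male tibia library (-1.62, standard error 0.426), without the old male femur library (-1.75, standard error 0.498) and with the marker score (-1.51, standard error 0.274). In the other 8 it did not.

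The paper describes an immune-like mMk4 subpopulation that grew with age in both sexes. No cluster was named so here in the main setting. At resolution 0.8, an alternative set before the data were examined, the pooled share rose from 4.07 to 8.42% in females and from 4.69 to 10.7% in males. The cluster so named raised 3 of 8 mMk4 markers, none of them among its 10 leading genes. Of its leading genes, Il1rapl2, Chrm3, Magi2 and Zg16 also stood among the 10 of HSC/MPP-like cells. The mMk4 genes Hlf and Adgrl4 stood among those 10 as well. HSC/MPP-like cells were set apart before the Mk were clustered, and whether the paper's mMk4 holds such cells was not tested. With cell cycle scores regressed out the mMk4-like share rose from 21.4 to 29.8% in females and from 16.4 to 17.8% in males. By marker score it was 12.7% in young and 9.20% in old females, and 13.0 and 17.7% in males. The same score on cells thinned to 1000 UMIs, chosen after seeing the values, gave 18.6 and 16.6% in females and 20.3 and 21.1% in males.

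The paper states that old male Mk raise Ano6 and lower Atp8b1, with little change of such genes in females. In males the log2 fold changes here were -0.081 and -0.18, not past the threshold in any alternative. In females they were 0.52 and 0.94, past it (adjusted p = 0.00985 and 0.0150). After thinning to 1000 UMIs, chosen after seeing the values, they were 0.062 (adjusted p = 0.927) and 0.78 (adjusted p = 0.479). In the other alternatives with a test they stayed past it (adjusted p up to 0.0268 and 0.0315). The paper states that cholesterol biosynthesis genes fell in females. Their median was 0.061 (adjusted p = 0.434). It was below 0 without the young female femur library (-0.071) and after thinning to 1000 UMIs, chosen after seeing the values (-0.094, adjusted p = 0.818), and adjusted p-values ran from 0.183 to 0.818 over the alternatives. The paper states that Abcg1 fell in males. It changed by -0.34 (adjusted p = 0.141), and by -0.53 in females (adjusted p = 0.0386).

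The paper states that males raise mitochondrial ribosomal protein genes, Park7 and Prdx5 and lower Cat and Gsr. In all Mk none of these passed the threshold (adjusted p = 0.0749, 0.607, 0.187, 0.0535 and 0.209), although each had the paper's direction. Mitochondrial ribosomal proteins passed it with equal subpopulation shares (median 0.19, adjusted p = 0.0116) and with at most 10% mitochondrial UMIs and at least 1000 genes (0.17, adjusted p = 0.0436), with adjusted p-values up to 0.752 with fry. Cat passed it with no filter on low counts (adjusted p = 0.0319), with bone as a block (0.0471) and with equal subpopulation shares (0.0494), in a range up to 0.151. In mMk3-like cells of males Cat (-2.07, adjusted p = 0.0169) and Gsr (-1.82, adjusted p = 0.00821) passed it.

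The paper places the peak of cell cycle genes and of platelet activation genes in the middle of pseudotime. Here S phase and G2/M genes were highest in bins 1 and 2 of 10 and platelet activation genes in bin 10. These 3 gene lists were not taken from the paper, and shares of UMIs stand in place of its scores, so that the genes compared need not be the same. With the root in the cluster of highest G2/M score, set before the data were examined, S phase genes were highest in bin 4. The paper states that cycling and inflammatory modules stay raised in old Mk. G2/M genes were lower in old Mk of both sexes (-0.23 and -0.54), S phase genes took 0.371% of UMIs in old and 0.408% in young Mk, and immune genes 0.356 and 0.397%, as means over cells. Immune genes were higher in old cells in 9 of 10 bins. In the summed UMIs their share was 0.369 and 0.412% in the old male libraries, above the young male ones (0.324 and 0.331%). In the old female libraries it was 0.313 and 0.274%, below the young female ones (0.320 and 0.318%).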

Other observations

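The tests in this part were chosen before their results were seen.

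The test of the age change over both sexes was repeated on other splits of the 8 libraries into 4 and 4, with a model of the 2 arms alone. The real split gave 407 genes with an adjusted p-value under 0.05, and 1 of the 35 splits, the real one, gave as many. The split by sex gave 51 genes, the split that joins young females with old males gave 3, and the other splits gave 0. The real split was 1 of 3 that keep both libraries of each pool together.

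Granulocyte genes such as S100a8 changed by -0.83 in Mk of males (adjusted p = 0.110) and -1.60 in Mk of females (adjusted p = 0.00296). They took 0.0780 and 0.0827% of Mk UMIs in the young female libraries and 0.0304 and 0.0173% in the old ones. In B cells of males the median change was 0.0579, with 4 genes up and 3 down, whereas in macrophages it was -2.63 in males and -1.48 in females, with 1 library of old females. B cells of females could not be fitted. RNA from other cells and a change within Mk cannot be told apart for these genes, since a median near 0 over genes that go both ways decides nothing. Haemoglobin genes changed by -1.09 in males (adjusted p = 0.00790) and -1.66 in females (adjusted p = 0.0116).

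Among genes of other marrow cells, Prss34 and Mcpt8 rose in Mk of old males, to 669 and 658 counts from 67 and 132, whereas they fell in females. Igkv12-41 rose from 5 to 447 counts in males and had 1 count in young and 0 in old females. In females Matn4 had 24 counts in old and 0 in young mice, at least 11.0-fold higher.

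Among the remaining gene set results, cytosolic ribosomal proteins changed by 0.37 in males (adjusted p = 4.3e-05) and -0.79 in females (adjusted p = 1.7e-15). ATP synthase subunits changed by 0.19 in males (adjusted p = 0.206) and mitochondrially encoded proteins by 0.16 (adjusted p = 0.537). Platelet activation genes changed by 0.065 in males (adjusted p = 0.244) and 0.24 in females (adjusted p = 0.00296, or 0.0580 with fry), with a sex difference of -0.23 (adjusted p = 0.153). Coagulation genes changed by -0.050 in males (adjusted p = 0.767) and -0.057 in females (adjusted p = 0.434). Antioxidant genes changed by 0.16 in males (adjusted p = 0.675), with 17 of 24 genes higher. Immunoglobulin genes changed by 0.77 in males (adjusted p = 0.0102).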
